# Targeting mitochondrial respiration and the BCL2 family in high‐grade MYC‐associated B‐cell lymphoma

**DOI:** 10.1002/1878-0261.13115

**Published:** 2021-11-11

**Authors:** Giulio Donati, Micol Ravà, Marco Filipuzzi, Paola Nicoli, Laura Cassina, Alessandro Verrecchia, Mirko Doni, Simona Rodighiero, Federica Parodi, Alessandra Boletta, Christopher P. Vellano, Joseph R. Marszalek, Giulio F. Draetta, Bruno Amati

**Keywords:** BCL2, chemotherapy, DLBCL, Integrated Stress Response, MYC, OxPhos

## Abstract

Multiple molecular features, such as activation of specific oncogenes (e.g., *MYC*, *BCL2*) or a variety of gene expression signatures, have been associated with disease course in diffuse large B‐cell lymphoma (DLBCL), although their relationships and implications for targeted therapy remain to be fully unraveled. We report that MYC activity is closely correlated with—and most likely a driver of—gene signatures related to oxidative phosphorylation (OxPhos) in DLBCL, pointing to OxPhos enzymes, in particular mitochondrial electron transport chain (ETC) complexes, as possible therapeutic targets in high‐grade MYC‐associated lymphomas. In our experiments, indeed, MYC sensitized B cells to the ETC complex I inhibitor IACS‐010759. Mechanistically, IACS‐010759 triggered the integrated stress response (ISR) pathway, driven by the transcription factors ATF4 and CHOP, which engaged the intrinsic apoptosis pathway and lowered the apoptotic threshold in MYC‐overexpressing cells. In line with these findings, the BCL2‐inhibitory compound venetoclax synergized with IACS‐010759 against double‐hit lymphoma (DHL), a high‐grade malignancy with concurrent activation of *MYC* and *BCL2*. In *BCL2*‐negative lymphoma cells, instead, killing by IACS‐010759 was potentiated by the Mcl‐1 inhibitor S63845. Thus, combining an OxPhos inhibitor with select BH3‐mimetic drugs provides a novel therapeutic principle against aggressive, MYC‐associated DLBCL variants.

**Abbreviations**
AML: Acute Myeloid Leukemia
ATF4: cyclic AMP‐dependent Transcription Factor‐4
BCL2: B‐Cell Lymphoma 2
BH3: BCL2 homology 3
CCC: *comprehensive consensus clustering*
CHOP: DNA damage‐inducible transcript 3 protein (Ddit3)
COO: *cell‐of‐origin*
DEG: differentially expressed gene
DHL: double‐hit lymphoma
DLBCL: diffuse large B‐cell lymphoma
ETC: electron transport chain
ISR: integrated stress response
Mcl‐1: Myeloid Cell Leukemia‐1
OHT: 4‐hydroxytamoxifen
OxPhos: oxidative phosphorylation
PDX: patient‐derived xenograft
R‐CHOP: rituximab, cyclophosphamide, doxorubicin, vincristine and prednisone

## 1 Introduction

Diffuse large B‐cell lymphoma (DLBCL) is a heterogeneous disease with variable clinical course. While 50–60% of all patients achieve cure with standard R‐CHOP immune‐chemotherapy, others succumb despite aggressive salvage regimens, including high‐dose chemotherapy with autologous stem cell support, allogeneic transplantation, or CAR T‐cell therapy [1]. Multiple genetic and molecular features have been associated with disease course in DLBCL, including translocation and/or overexpression of specific oncogenes (e.g., *MYC*, *BCL2*), mutational profiles, and transcriptome‐based classifiers such as the so‐called *cell‐of‐origin* (COO) and *comprehensive consensus clustering* (CCC) [1, 2, 3, 4, 5]. While *MYC*, *BCL2,* and COO‐associated gene expression signatures are now commonly monitored in the clinic [1], other features have yet to make their way into routine practice, and full elucidation of their clinical relevance is still lacking. Moreover, complex combinatorial arrangements of the above features have far‐reaching implications in disease classification and prognosis, some of which are just beginning to emerge [4, 5, 6].

A series of coincidental observations pointed to a hypothetical relationship between *MYC* and one of the signatures defined in the CCC model, termed ‘OxPhos’ (henceforth CCC‐OxPhos) based on its enrichment for genes involved in Oxidative Phosphorylation [2]. First, *MYC* activation (whether assessed by gene rearrangement, protein expression, or associated gene signatures) and CCC‐OxPhos have both been linked to poor prognosis in DLBCL patients treated with R‐CHOP [2, 3, 7, 8, 9], both behaving independently from the COO classification system [2, 3, 4]. Second, MYC up‐regulates multiple genes involved in mitochondrial transcription and translation [10, 11, 12] and increases the cells’ dependency upon those processes [11, 12], both of which are required for assembly of the electron transport chain (ETC) and oxidative phosphorylation. In line with this principle, tigecycline—an antibiotic that inhibits the mitochondrial ribosome and impairs OxPhos activity [13, 14]—showed increased toxicity toward either MYC‐overexpressing cells [11, 12] or DLBCL cell lines of the CCC‐OxPhos subtype [15]. Yet, whether MYC‐ and OxPhos‐associated gene expression signatures might be related in DLBCL remains to be addressed: we show here that this is indeed the case, with high levels of correlation across multiple patient cohorts.

Altogether, the above observations led us to assess the potential of ETC inhibitors as therapeutic agents against MYC‐associated high‐grade DLBCL. We focused on IACS‐010759 [16], a small‐molecule inhibitor of ETC complex I that showed antitumoral activity in preclinical models of acute myeloid leukemia (AML), chronic lymphocytic leukemia, mantle cell lymphoma and lung cancer [16, 17, 18, 19]. Our data show that IACS‐010759 preferentially induces apoptosis in MYC‐overexpressing cells and cooperates with the BCL2 inhibitor venetoclax in killing *MYC/BCL2* DHL cells, as previously reported for Tigecycline [20]. Furthermore, in BCL2‐negative, *MYC*‐translocated lymphoma cell lines, the cytotoxic activity of IACS was potentiated by the Mcl‐1 inhibitor S63845. Hence, our data point to the possible use of ETC inhibitors in combination with distinct BH3‐mimetic compounds [21] for the treatment of high‐grade DLBCL, in a subtype‐ and patient‐specific manner.

## 2 Materials and methods

### 2.1 Analysis of DLBCL cohorts

For survival and correlation analyses in R‐CHOP‐treated DLBCL patients’ cohorts, we used gene expression data from six publicly available datasets [3, 4, 5, 22, 23, 24]: Data collection methodologies and patient written consents were as provided in the original studies. For RNA‐seq data [3, 5, 24], RNA FastQ files were processed with the same pipeline used for our RNA‐seq data, except for being aligned to hg19; for microarray data [4, 22, 23], probes were matched to the corresponding gene and, for those genes with more than 1 probe set, the mean expression was calculated. In all cases, data were first normalized to Transcripts Per kilobase Million (TPM); then, for each gene, the *z*‐score across all samples was calculated. The Log‐rank test was applied (survminer r package, https://rpkgs.datanovia.com/survminer/index.html, https://cran.r‐project.org/web/packages/survival/index.html) for comparing survival curves of R‐CHOP‐treated patients stratified according to the mean *z*‐score of the expression of the genes belonging to the Hallmark‐MYC‐V1 or OxPhos signatures. For the purpose of computing the linear correlation between signatures within a dataset, outliers were excluded from the calculation. Outliers were identified with the interquartile range (IQR) method as cases were the expression of the signature was not comprised within the following lower and upper boundaries: Lower boundary, 25th quantile – (IQR * 1.5); Upper boundary, 75th quantile + (IQR * 1.5), where IQR = 75th quantile – 25th quantile. Moreover, in order to perform the analysis under stringent conditions, each pairwise correlation was calculated following exclusion of the genes that were shared between the two gene signatures (Table S2).

### 2.2 Cell lines and Xenograft models

The murine lymphoid precursor cell lines Ba/F3 and FL5.12 (RRID: CVCL_0161 and CVCL_0262) [25, 26] and their derivatives were grown in regular RPMI medium (Euroclone, Pero, Italy), which includes 2 mm glutamine and 11 mm glucose, supplemented with 10% fetal bovine serum (FBS) and murine interleukin 3 (PeproTech, Rocky Hill, NJ, USA) at a final concentration of 1 and 2 ng·mL^−1^, respectively. The human lymphoma cell lines DOHH‐2, SU‐DHL‐6, SU‐DHL‐4, Karpas 422, OCI‐LY7, and Ramos (RRID: CVCL_1179, CVCL_2206, CVCL_0539, CVCL_1325, CVCL_1881, and CVCL_0597) were maintained in RPMI medium (including 11 mm glucose) supplemented with 10% FBS. Prior to experiments involving IACS‐010759, all cells were passaged in glucose‐free RPMI‐1640 medium (Thermo Fisher Scientific, Waltham, MA, USA), which includes 2 mm glutamine, supplemented with 10% FBS and 2.75 mm glucose. All cells were incubated at 37 °C in a humidified air atmosphere supplemented with 5% CO2. OCI‐LY7 and Ramos were selected to address differential sensitivity to the Mcl‐1 inhibitor S63845 since they express Mcl‐1 but not BCL2 and are thus resistant to venetoclax [20, 27, 28, 29]. Ba/F3, SU‐DHL‐6, SU‐DHL‐4, and Ramos cell lines were imported from the ATCC repository (https://www.lgcstandards‐atcc.org); DOHH‐2, Karpas 422, and OCI‐LY7 cell lines were imported from the DSMZ repository (https://www.dsmz.de); FL5.12 cells were a gift from Pier Giuseppe Pelicci. All lines were stocked and made available by IEO’s core Tissue Culture facility, where they were also tested for mycoplasma infection.

For the analysis of drug responses *in vivo*, 5 × 10^6^ SU‐DHL‐6 or DOHH‐2 cells were xenografted subcutaneously in irradiated (3 Gray), 8‐week‐old, female CD1‐nude nu/nu mice (Envigo, Indianapolis, IN, USA), and expanded by serial subcutaneous transplantation of tumor fragments. Tumors were allowed to grow for about 2 weeks, followed by exclusion of outliers, randomization of the experimental groups and start of treatments (days 0–11). Tumor volumes were assessed from the start of the treatment every 2 days with a digital caliper and calculated as 1/2 length × width^2^ (mm^3^). The following treatment schemes were used: daily oral gavage with venetoclax and IACS‐010759 for 5 days, followed by two days off and a repeat of the same scheme, for a total of 12 days. Venetoclax was dissolved in 60% Phosal 50 PG (Lipoid, Steinhausen, Switzerland), 30% Polyethylene glycol (Merck, Darmstadt, Germany), 10% Ethanol; IACS‐010759 was suspended in 0.5% methylcellulose (Merck). During the experiment, two animals treated with the highest daily dose of IACS‐010759 (15 mg·kg^−1^), given alone and in combination venetoclax, respectively, showed signs of toxicity, and thus, the treatment was discontinued and the animals were pulled out from the respective group.

The DHL patient‐derived xenograft (PDX) model DFBL‐20954‐V3‐mCLP [30] was obtained from the Dana Farber Cancer Institute Center for Patient Derived Models (CPDM). 1 × 10^6^ cells were xenografted via tail vein injection into 8‐week‐old, male NSG mice (Charles River, Calco, Italy). Tumor engraftment was confirmed 7 days after transplant by whole‐body imaging on an IVIS Lumina III platform following intraperitoneal injection of 150 mg·kg^−1^ XenoLight D‐Luciferin (PerkinElmer, Waltham, MA, USA) and anesthesia with isoflurane. The animals were subsequently randomized in the different experimental groups to start the treatment (day 0–11); the response to treatment was assessed by whole‐body imaging at day 4, day 11, and day 14. The data were analyzed with the Living Image Software, version 4.2 (Caliper Life Sciences, Hopkinton, MA, USA). Radiant efficiency was quantified bilaterally on femurs based on the epifluorescence signal as indicated in the user manual.

Experiments involving animals were done in accordance with the Italian Laws (D.lgs. 26/2014), which enforces Dir. 2010/63/EU (Directive 2010/63/EU of the European Parliament and of the Council of September 22, 2010, on the protection of animals used for scientific purposes), and authorized by the Italian Health Ministry with project nr. 70/2019‐PR. Mice were housed in individually ventilated caging (IVC) systems (Sealsafe Plus, Tecniplast, Buguggiate, Italy), on autoclaved sawdust bedding (Lignocel^®^ 3⁄4; Rettenmaier & Sohne, Ellwangen‐Holzmühle, Germany), provided with autoclaved diet (VRF1 (P), SDS, Witham, UK), and autoclaved water *ad libitum*. Animals were handled and treated in laminar flow hoods (CS5 Evo and BS48, Tecniplast).

### 2.3 Retroviral vectors

Stable expression of exogenous proteins in Ba/F3 and FL5.12 cells was achieved by infection with retroviral vectors. In particular, MycER^T2^ (here MycER) [31] was expressed with the pBabe‐bleo vector [32], human BCL2 with a pMSCV Puromycin vector [33] (a gift from Joseph Opferman), and Ndi1 with PMXS‐Blasticidin (Addgene, Watertwon, CA, USA; plasmid # 72876, a gift from David Sabatini). Transduced cells were selected for one week with the appropriate antibiotic at the following concentrations: zeocin 2 µg·mL^−1^, puromycin 1.5 µg·mL^−1^, blasticidin 5 µg·mL^−1^.

### 2.4 Reagents and kits

L‐aspartic acid (Merck) was added to the growth medium and the pH adjusted to 7.5 with 1 m NaOH before FBS supplementation; hypoxanthine, adenine, and uridine (all from Merck Life Science) were solubilized and added directly to the growth medium. IACS‐010759 [16], venetoclax/ABT‐199 (Carbosynth, Newbury, UK) [34], S63845 (Medchemexpress LCC, Monmouth Junction, NJ, USA) [35], Z‐VAD‐FMK (Santa Cruz Biotechnologies, Santa Cruz, CA, USA) were dissolved in DMSO and added directly to the culture medium; 4‐hydroxytamoxifen (OHT; Merck) was dissolved in ethanol and added directly to the culture medium.

An ADP/ATP Ratio Assay kit (Merck) was used to quantify cellular ADP and ATP, while Caspase‐Glo 3/7 Assay (Promega, Madison, WI, USA) was used to evaluate caspase activity, both according to the manufacturer’s instructions.

### 2.5 Immunoblot analysis

After collection, cells were divided in two aliquots: One was extracted as previously described [36] to be used for quantification by Bradford protein assay (Bio‐Rad Laboratories, Hercules, CA, USA), while the other was directly lysed in Laemmli buffer and denatured at 95 °C for 5 min for subsequent SDS/PAGE. After clearance by centrifugation, 10 µg of proteins from each sample was loaded on an acrylamide gel for SDS/PAGE, followed by transfer on a nitrocellulose membrane and immunoblot with the antibodies listed in Table S3. All data shown are representative of at least *n* = 2 experiments.

### 2.6 Fluorescence microscopy

Nonadherent cells were subjected to cytospin, fixed in 4% paraformaldehyde (PFA), and permeabilized with 0.1% Triton X‐100 for subsequent staining as described previously [37]. Single optical sections were acquired with an SP8 confocal microscope (Leica Microsystems, Wetzlar, Germany) equipped with a 63×/1.4 oil immersion objective lens. For the analysis of apoptotic Figures, cells were stained with 4′,6‐diamidino‐2‐phenylindole (DAPI) and tetramethylrhodamine (TRITC) ‐conjugated Agglutinin (both from Thermo Fisher Scientific). For cytochrome *c* localization, cells were stained overnight at 4 °C with an antibody against cytochrome *c* (clone 7H8.2C12, Thermo Fisher Scientific) and counter‐stained with DAPI. Secondary staining was performed with an Alexa Fluor 488‐conjugated anti‐mouse antibody (Jackson ImmunoResearch, West Grove, PA, USA). The total and cytochrome *c*‐positive cellular areas were calculated from > 20 fields for each sample with an in‐house developed macro for imagej (RRID: SCR_003070). Briefly, the cytochrome *c* signal from each cell in the field of view was segmented using an automatic threshold (Otsu algorithm) and the area of the signal calculated on the binary images. The cytochrome *c* area was then normalized by the total cell area, which was identified on the bright‐field transmission image.

### 2.7 Flow cytometry

Flow cytometry was conducted on a MACSQuant Analyzer (Miltenyi Biotec, Bergisch Gladbach, Germany) and data analyzed with flowjo software (version 10.6.1; BD Biosciences, Franklin Lakes, NK, USA; RRID: SCR_008520). For cell number and viability counts, cells were resuspended in ice‐cold PBS in the presence of 1 µg·mL^−1^ Propidium Iodide (P.I.). Cell viability is given as percentage of live cells on total cells counted, while the proliferation index is defined as the ratio of viable cells in the sample to viable cells in the corresponding IACS‐010759‐untreated control.

For evaluation of apoptotic cell death, cells were stained with APC‐conjugated Annexin V (Thermo Fisher Scientific) and P.I. as previously described [11]. The cytoplasmic release of cytochrome *c* was detected as described [38] with few modifications: Briefly, cells were permeabilized with 0.002% digitonin for 20” under vortexing before fixation in 4% PFA and permeabilization with 0.1% Triton X‐100, for subsequent immunostaining with anti‐cytochrome *c* (clone 6H2.B4, BD Biosciences) overnight at 4 °C. Secondary staining was performed with an Alexa Fluor 647‐conjugated anti‐mouse antibody (Jackson ImmunoResearch).

### 2.8 Cell cycle kinetics

For the analysis of cell cycle progression, cells were incubated for 20 min in the presence of 33 µm bromodeoxyuridine (BrdU, Merck), washed, resuspended, and incubated in fresh medium: at the indicated time‐points (Fig. S2A), aliquots were collected for ethanol‐fixation followed by FITC‐conjugated anti‐BrdU (BD Biosciences) and P.I. staining. Stained samples were analyzed by flow cytometry on a MACSQuant Analyzer.

### 2.9 Oxygen consumption rate (OCR) and respiratory parameters

Oxygen consumption rate was measures on the Seahorse XFe96 Analyzer (Agilent Technologies, Santa Clara, CA, USA) using SeaHorse XF Cell Mito Stress Test, following the manufacturer’s instructions. Briefly, on the day of the assay, cells were counted and attached to 96‐well Seahorse cell culture microplates, precoated with Corning™ Cell‐Tak (Sacco, Cadorago, Italy) according to the manufacturer’s instructions, at a density of 80 000 cells per well. Cells were seeded in at least eight wells per experimental condition, in XF RPMI Medium pH 7.4 with 1 mm HEPES (Agilent), supplemented with 2.75 mm glucose, 1 mm sodium pyruvate, 2 mm L‐glutamine and, where specified, 100 nm OHT, 135 nm IACS‐010759, 100 nm venetoclax. The plates were incubated at 37 °C for 1 h in a non‐CO_2_ incubator. After OCR baseline measurements, oligomycin A, Carbonyl cyanide 4‐(trifluoromethoxy)phenylhydrazone (FCCP), and antimycin A/rotenone were added sequentially to each well, to final concentrations of 1, 1.5, and 0.5 μm, respectively. Results were normalized by cell number, measured at the end of the experiment using the CyQUANT Cell Proliferation Assays (Thermo Fisher Scientific). Data are expressed as pmol of oxygen per minute per arbitrary units (pmol·min^−1^·a.u.^−1^). Respiratory parameters were calculated with the Wave Desktop 2.6 software and shown as mean ± SEM of three independent experiments.

### 2.10 RNA extraction and quantitative PCR analysis

Total cellular RNA was extracted using the Quick‐RNA Miniprep kit (Zymo Research, Irvine, CA, USA) and reverse transcribed with the iSCRIPT cDNA Synthesis Kit (Bio‐Rad Laboratories). 10 ng of cDNA was used as template in each real‐time quantitative PCR (qPCR), performed with fast SyberGreen Master Mix (Thermo Fisher Scientific) on a CFX96 Touch Real‐Time PCR Detection System (Bio‐Rad Laboratories). Primer sequences are provided in Table S4.

### 2.11 RNA library preparation and Next‐Generation Sequencing

Libraries for RNA‐Seq were prepared for each sample from 0.5 μg of total RNA. rRNA removal, RNA‐Seq library preparation, and subsequent analyses were performed as previously described [39] with three biological replicates for each experimental condition. Differentially expressed genes (DEGs) were identified using the bioconductor deseq2 package (RRID: SCR_015687) [40] as genes whose *q*‐value is lower than 0.05. Gene set enrichment analysis (GSEA) was performed using the desktop tool of the Broad Institute (https://www.gsea‐msigdb.org/gsea/index.jsp; RRID: SCR_003199) [41] by querying DEGs for the enrichment of Hallmark Gene Sets from the Hallmark MSigDB collection [42] and CCC DLBCL signatures [2]. Upstream regulator analysis of DEGs was performed with the ingenuity pathway analysis software package (QIAGEN, Venlo, Netherlands; RRID: SCR_008653).

### 2.12 CRISPR‐Cas9 constructs and knockout generation

Gene knockout was obtained by targeting two sites for each gene, selected using the CRISPR Targets Track function from UCSC Genome Browser (https://genome‐euro.ucsc.edu/; RRID: SCR_005780): One was selected close to, and the other ca. 100 bases downstream of the start codon. The genomic sequences targeted by the corresponding sgRNAs are provided in Table S5. Complementary DNA oligonucleotides encompassing the sequence of each sgRNA were annealed and ligated into the PX458 plasmid (Addgene; plasmid # 48138, a gift from Feng Zhang) digested with BbsI, as described [43]. For each construct, 1 µg of DNA was electroporated in 4 × 10^5^ FL5.12 cells using the Neon Transfection System (Thermo Fisher Scientific). After two days, GFP positive cells were sorted with FACSMelody (BD Biosciences) and single clones isolated by limiting dilution. Following in vitro expansion, each clone was tested for recombination by extracting genomic DNA with the QuickExtract DNA Extraction Solution (Illumina) and performing PCR amplification with GoTaq polymerase (Promega) with specific primers for each genomic locus (Table S6). Ablation of the targeted protein in the selected clones was confirmed by immunoblot analysis.

### 2.13 Quantification and statistical analysis

Drug interaction landscapes and delta scores for synergy were based on the ZIP model in SynergyFinder [44]. All other statistical analyses were performed with PRISM 8 (GraphPad Software Inc, La Jolla, CA, USA; RRID: SCR_002798); in cell culture experiments, multiple comparisons of treated groups with the untreated control group were performed by one‐way ANOVA with Dunnett’s test. The numbers of independent biological replicates are indicated in the corresponding Figures. Multiple comparison between groups from *in vivo* tumor growth experiments were performed by one‐way ANOVA with Tukey’s test.

## 3 Results

### 3.1 MYC‐ and OxPhos‐associated gene expression signatures are correlated in DLBCL

To address a possible relationship between MYC and OxPhos in DLBCL, we determined the pairwise correlations between four reference signatures, comprising either MYC‐regulated genes (Hallmark‐MYC‐V1 and Hallmark‐MYC‐V2) or genes related to oxidative phosphorylation (Hallmark‐OxPhos and CCC‐OxPhos), in six independent DLBCL datasets [3, 4, 5, 22, 23, 24]. Remarkably, we found a significant positive correlation in all patient cohorts for the MYC‐ and OxPhos‐associated signatures (Table S1), in particular between Hallmark‐MYC‐V1 and Hallmark‐OxPhos (Fig. 1A). Most noteworthy, those two signatures also showed similar relationships with patient survival after R‐CHOP treatment, albeit with inconsistent predictive value among cohorts: significant association with worse outcome in two of the cohorts, loose association in one, and none in three others (Fig. S1A,B). Thus, while variable in terms of their predictive value in R‐CHOP‐treated patients, the MYC‐ and OxPhos‐associated signatures were highly correlated in all DLBCL cohorts.

**Fig. 1:**
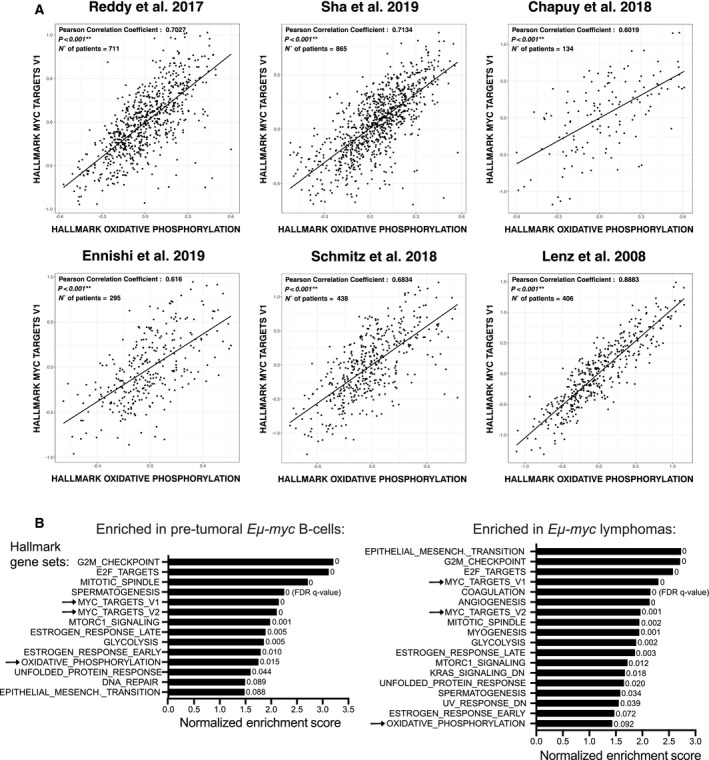
MYC activity positively correlates with the expression of OxPhos‐associated genes. (A) Correlation between the Hallmark‐OxPhos and MYC‐V1 gene sets across gene expression profiles from six independent human DLBCL patient cohorts [3, 4, 5, 22, 23, 24]. The X and Y axes report the mean expression of all genes in the indicated signature, in each patient sample (dots). Black lines represent linear regression fits to the data points. (B) Biological processes enriched during Eµ‐*myc* driven lymphomagenesis. Our previous RNA‐seq data [45] were used to address the enrichment of gene sets from the Hallmark collection and the CCC model [2] in pretumoral Eµ‐*myc* B cells (left) and lymphomas (right), relative to control nontransgenic B cells. The plot shows the enriched genes signatures (FDR *q*‐value < 0.1), ranked according to their normalized enrichment score. Only a subset of the Hallmark‐associated biological pathways, but none of the CCC signatures, reached this threshold. The arrows indicate the MYC target and OxPhos gene signatures.

We then addressed the behavior of the Hallmark and CCC‐derived gene signatures during MYC‐induced lymphomagenesis, based on previous RNA‐seq data in Eµ‐*myc* transgenic mice [45]. Relative to control nontransgenic B cells, either pretumoral Eµ‐*myc* B‐cells or late‐stage lymphomas enriched not only for the MYC signatures, as expected, but also for Hallmark‐OxPhos (albeit with lower significance in the lymphomas, owing most likely to their clonal heterogeneity) [46], while CCC‐OxPhos showed no significant enrichment (Fig. 1B).

Altogether, the above data point to OxPhos as one of the positively regulated gene programs in MYC‐driven lymphomagenesis. We previously reported that the same is true for up‐regulation of the mitochondrial translation machinery [11], which is itself required for OxPhos activity [13, 14, 20]. We thus hypothesized that, like mitochondrial ribosomes [11, 12, 20], OxPhos activity might represent a tractable therapeutic target in MYC‐associated lymphoma.

### 3.2 MYC sensitizes B cells to IACS‐010759‐induced killing through the intrinsic apoptotic pathway

In order to address whether enhanced Myc activity may increase the sensitivity to OxPhos disruption, we transduced two murine B‐cell progenitor lines (FL5.12 and Ba/F3) with retroviral vectors driving constitutive expression of a 4‐hydroxytamoxifen (OHT)‐dependent MycER chimera (hereafter FL^MycER^ and BaF^MycER^). At the phenotypic level, 48 h of OHT treatment had no noticeable impact on either cycle transit times or cell death (Fig. S2A,B), owing most likely to already maximal division rates in the basal state (ca. 12 h) and to the presence of survival factors in the culture medium [47]. Yet, as expected, OHT treatment led to the induction of known MYC‐activated mRNAs, as well as suppression of endogenous *Myc* mRNA and protein (Fig. S2C,D). 

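Total RNA was sequenced after removal of ribosomal RNA from FL MycER cells in 4 conditions, with 3 biological replicates each. The conditions were untreated cells, cells treated with 100 nM OHT for 72 h (OHT), cells treated with 135 nM of the ETC complex I inhibitor IACS-010759 for 24 h (IACS), and cells primed with OHT for 48 h and then given IACS-010759 for a further 24 h with OHT still present (OHT_IACS). The authors deposited the RPKM of 21671 genes in each of the 12 libraries. The same table holds the log2 fold changes and adjusted p-values of the authors' DESeq2 comparisons. For the processing of the reads the methods refer to an earlier study, and the paper's text does not name the aligner, the genome build or the gene annotation.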

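The RPKM of 15449 of the 15451 genes above 0 in any library were whole multiples of the value of a single read, and from these steps the reads on each gene, its length and the total of each library were worked out. With the lengths obtained this way, 31.5% of 8330 genes lay within 2% of the length of a GENCODE transcript, against 0.6% when every length was doubled. The total by which RPKM were divided ran from 10376530 to 14550158 reads. Reads on genes ran from 5274632 to 5722720 in untreated cells (median 5682428), from 4198462 to 5760591 with OHT (median 4575259), from 4492954 to 5635983 with IACS (median 5437027) and from 4806806 to 4917740 with OHT_IACS (median 4916801). In all 12 pairs of replicates of a condition, the reads differed by more than the sampling noise.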

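Each library was scaled by its median ratio to the geometric mean over genes, and the 9745 genes with an RPKM of at least 1 in at least 3 libraries were tested. Group means of log2(RPKM + 0.1) were compared with limma in a single fit of all 12 libraries, with two-sided tests and Benjamini-Hochberg adjustment, and genes with an adjusted p under 0.05 are given as DEGs. Fold changes on this scale understate the change of genes with few reads.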

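The reads of abundant genes did not grow in proportion to the library total. Within conditions, log2 reads followed the log2 library total with a median slope of 1.38 for the 4421 genes under 0.1 reads per base and of 0.18 for the 84 genes over 1 read per base, where a slope of 1 is proportional. OHT replicates 1 and 3 had the smallest totals of the 12 libraries, at 0.776 and 0.805 of that of untreated replicate 1, whereas OHT replicate 2 stood at 1.04.

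**Figure D1:**
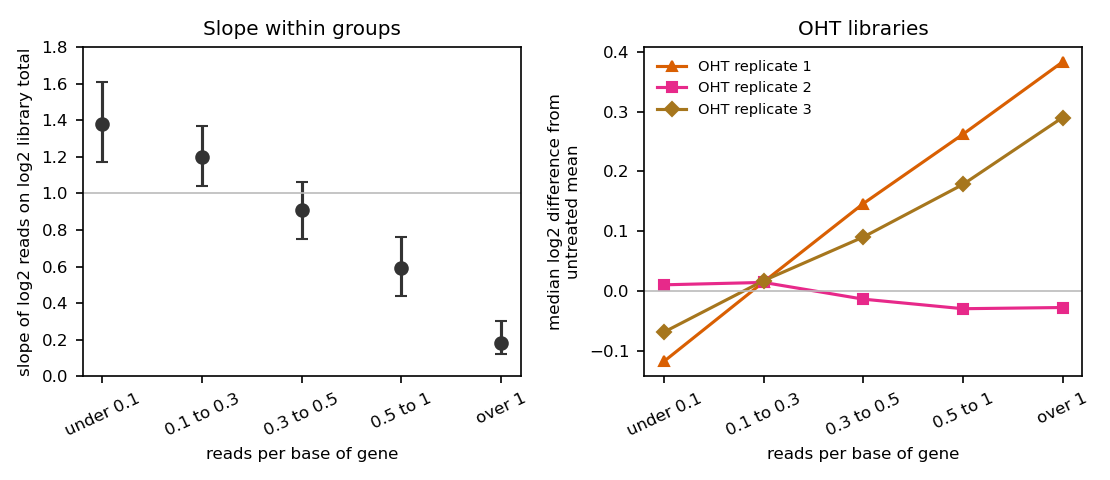
Left, slope of log2 reads on log2 library total within conditions for genes grouped by reads per base (points, medians; bars, quartiles), which falls from 1.38 to 0.18. Right, median log2 difference of each OHT library from the untreated mean in the same groups of genes, which reaches 0.383 and 0.29 in OHT replicates 1 and 3 and -0.028 in OHT replicate 2.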

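OHT treatment changed 3546 of the 9745 genes tested, of which 1769 rose and 1777 fell. The median size of these changes was 0.32 on the log2 scale, and 162 DEGs changed by at least 1. The 3 OHT libraries and the 3 untreated libraries did not overlap in 4485 genes (46%), where chance gives 10%. Weights per library (limma arrayWeights) moved the number of DEGs most, to 5631, and their estimation gave a convergence warning. With the log2 library total as a covariate, a setting chosen after seeing the data, there were 2351 DEGs. With each library left out in turn, the number ran from 2650 without untreated replicate 3 to 4123 without OHT replicate 2. In the authors' deposited table, 2461 genes have an adjusted p under 0.05 for this comparison, 1254 higher and 1207 lower. Of those calls in the authors' deposited table, 2302 (93.5%) were also DEGs here, all in the same direction.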

RNA‐seq profiling in OHT‐treated FL^MycER^ cells revealed that MycER activation caused both up‐ and down‐regulation of discrete sets of differentially expressed genes (DEGs: ca. 1200 each; Fig. S2E), as in other cell types [45]. 

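MYC target genes were counted among these DEGs in a pair of lists named MYC-V1 and MYC-V2 after the Hallmark collection. They were written from memory before the data were examined, since the collection itself was not used here. Of the 198 MYC-V1 genes tested, 70 were DEGs that rose with OHT and 3 were DEGs that fell, and the numbers were the same when adjusted over the list alone. Of the 58 MYC-V2 genes, 23 rose and 2 fell, or 23 and 3 when adjusted over the list alone. The knowledge base behind the paper's upstream regulator analysis was not used here.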

A search for upstream regulators confirmed that MYC was the main driver of the observed transcriptional changes (Fig. S2F).

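The lists were tested with camera (limma, two-sided, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 65 tests, 13 lists in 5 comparisons). The median log2 fold change with OHT was 0.181 for the MYC-V1 list, with 182 of 198 genes higher (camera, Benjamini-Hochberg adjusted p = 5.96e-10). It was 0.168 for the MYC-V2 list, with 46 of 58 genes higher (camera, Benjamini-Hochberg adjusted p = 4.83e-05). For the 192 genes tested of a list named OxPhos after the same collection, the median was 0.144 and 164 genes were higher (camera, Benjamini-Hochberg adjusted p = 2.06e-05). Of the OxPhos genes, 56 were DEGs that rose and 16 were DEGs that fell, or 56 and 17 when adjusted over the list alone. Without the genes shared with the MYC lists, the OxPhos median was 0.131. Preranked gene set enrichment (fgsea) gave normalized enrichment scores of 2.65 for MYC-V1, 2.07 for MYC-V2 and 1.82 for OxPhos.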

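The rise was not equal in the 3 OHT libraries. Relative to the untreated mean, the MYC-V1 median was 0.29, 0.007 and 0.227 in OHT replicates 1, 2 and 3, and that of the OxPhos list 0.26, -0.02 and 0.166, against -0.028 to 0.046 and -0.024 to 0.028 in the untreated libraries. The MYC-V2 median was higher than in any untreated library in 3 of 3 OHT libraries, at 0.23, 0.08 and 0.177. Without OHT replicate 1, the MYC-V1 median fell to 0.12 and the OxPhos median to 0.076.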

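The log2 library total as a covariate moved these medians most. The MYC-V1 median became 0.01 (camera, Benjamini-Hochberg adjusted p = 0.462), the MYC-V2 median 0.068 (adjusted p = 0.0162) and the OxPhos median -0.001 (adjusted p = 0.923). Over the alternatives set beforehand, the camera and rotation tests with Benjamini-Hochberg adjustment gave adjusted p from 3.17e-20 to 0.628 for MYC-V1, from 2.56e-07 to 0.507 for MYC-V2 and from 2.41e-11 to 0.632 for OxPhos. Under the rotation test (limma fry), the call of MYC-V2 held and those of MYC-V1 and OxPhos did not, and with an estimated correlation between genes none of the 3 held. Random lists matched on mean expression also rose with OHT, by a median of 0.109, 0.091 and 0.089 for lists of these sizes, and 0%, 0.04% and 0% of 10000 such lists reached the medians of MYC-V1, MYC-V2 and OxPhos. From the upstream regulators of its DEGs, the paper concludes that MYC was the main driver of the transcriptional changes. Separately, it reports induction of known MYC-activated mRNAs and suppression of endogenous Myc mRNA by RT-PCR normalized to Tbp. It also reports suppression of endogenous Myc protein by immunoblot. Neither measure depends on the library totals.

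**Figure D2:**
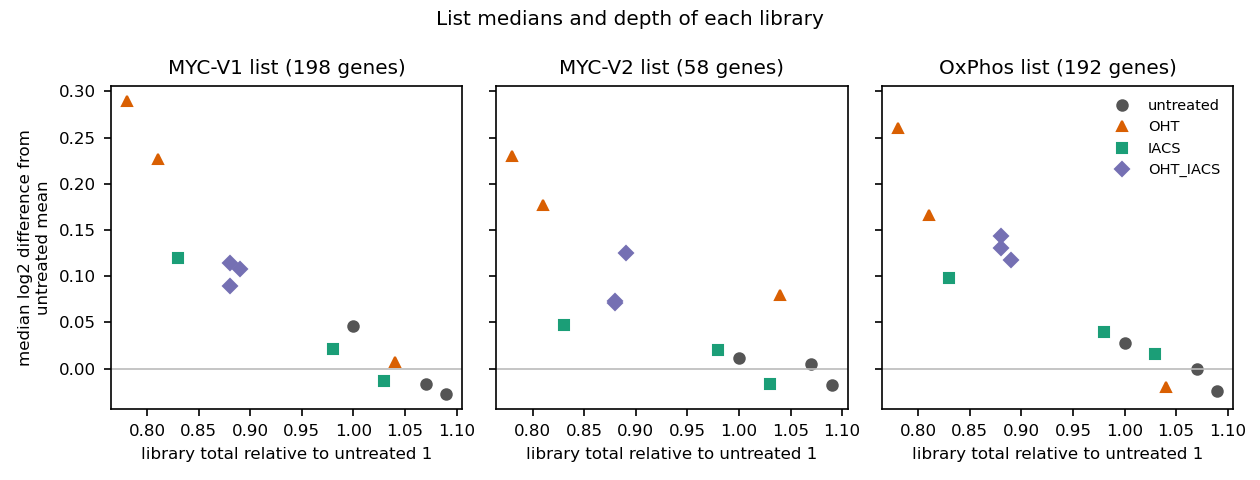
Median log2 difference from the untreated mean of the genes of each list (vertical axis) against the library total relative to untreated replicate 1 (horizontal axis), with 1 point per library. OHT replicates 1 and 3, with the smallest totals, have the highest medians of the MYC-V1 list (0.29 and 0.227), and OHT replicate 2 lies at 0.007.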

Remarkably, besides the Hallmark‐MYC‐V1 and ‐MYC‐V2 gene sets, MycER‐induced DEGs also enriched for Hallmark‐OxPhos (Fig. 2A). In line with this finding and with the positive effects of MYC on mitochondrial translation [11], OHT treatment induced statistically significant increases in basal respiration and mitochondrial ATP production in FL^MycER^ cells, without significant impact on maximal respiration rate and spare respiratory capacity (Fig. 2B); these effects were specifically due to MycER activation, as they were not observed in parental FL5.12 cells (Fig. S2G). Finally, irrespective of previous OHT treatment, these mitochondrial activities were all suppressed by 24 h of treatment with the ETC complex I inhibitor IACS‐010759 [16] (Fig. 2B).

**Fig. 2:**
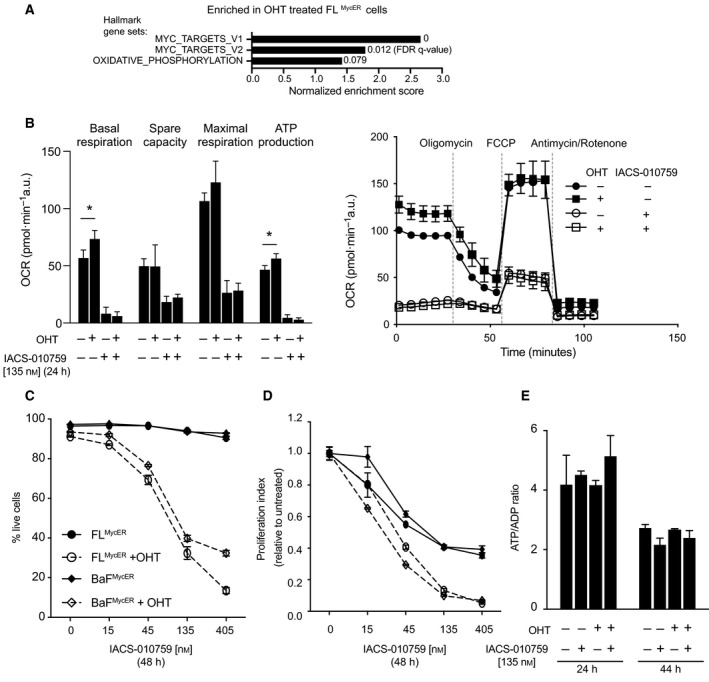
Elevated MYC activity promotes OxPhos and sensitizes B cells to IACS‐010759. (A) Enrichment of MYC target and OxPhos gene sets among upregulated DEGs in FL^MycER^ treated with OHT (100 nm, 72 h). (B‐E) FL^MycER^ of BaF^MycER^ cells were cell pretreated or not with OHT (100 nm, 48 h), followed by IACS‐010759 treatment at the indicated times and concentrations. (B) Left: basal respiration, spare capacity, maximal respiration, and respiration‐coupled ATP production, averaged from three independent mitochondrial stress test profiles in FL^MycER^ cells, treated as indicated (Error bars: SEM; *P < 0.05 from *t*‐test between OHT‐treated cells and their respective controls); a representative profile is shown on the right (Error bars: SD; *n* = 10). (C) Percentage of live cells and (D) Proliferation index in FL^MycER^ and BaF^MycER^ cells. In both panels, OHT‐primed samples treated with ≥ 45 nm IACS‐010759 showed significant differences relative to their controls (*P* < 0.0001); note that in (D) each IACS‐010759‐treated sample was normalized to its untreated control (either with, or without OHT). Error bars: SD (*n* = 3). Cell count and viability were determined by propidium iodide staining. (E) ATP/ADP ratios in FL^MycER^ cells, treated as indicated. Error bars: SD (*n* = 3).

We thus proceeded to assess the phenotypic consequences of IACS‐010759 treatment in FL^MycER^ and BaF^MycER^ cells. In the absence of OHT, increasing concentrations of IACS‐010759 showed no cytotoxic activity up until 48 h of treatment (Fig. 2C), but a dose‐dependent cytostatic effect (Fig. 2D); instead, pretreatment with OHT markedly sensitized both cell lines to dose‐dependent killing by IACS‐010759. In parental FL5.12 cells, IACS‐010759 was cytostatic regardless of prior OHT treatment (Fig. S3A): hence, sensitization to IACS‐induced cell death was attributable to MycER activation. In order to confirm that the effect of IACS‐010759 was on‐target, we transduced FL^MycER^ cells with a vector expressing the *S. cerevisiae* Ndi1 protein, a IACS‐010759‐resistant ortholog of mammalian ETC complex I that can restore electron transport in complex I‐deficient cells [16, 48]: indeed, as expected, Ndi1 conferred full resistance to IACS‐010759 (Fig. S3B). Finally, OHT promoted killing by another complex I inhibitor, rotenone (Fig. S3C). Hence, MycER activation sensitized cells to inhibition of ETC complex I.

As seen in other cell types [16, 49], the cytotoxic action of IACS was manifest with reduced amounts of glucose (2.75 mm) but not in standard high‐glucose media (11 mm) (Fig. S3D). On this basis, cell killing by IACS‐010759 was previously ascribed to a drop in cellular energy that could be compensated by increasing glycolytic rates [16, 17, 49]. However, energy depletion was unlikely to be the cause of cell death in our system, as neither OHT nor IACS‐010759 treatment impacted the ATP to ADP ratio before the onset of cell death (Fig. 2E). This conservation of the energy balance following IACS‐010759 treatment might be explained by adaptive cellular responses, such as increased glycolysis or suppression of energy‐consuming processes (e. g. cell growth and proliferation). Mitochondrial respiration also sustains aspartate biosynthesis, which in turn is required for anabolic reactions, including protein and nucleotide biosynthesis [50, 51]. In line with this concept, supplementation with aspartate or nucleotide precursors partially bypassed the anti‐proliferative effects of complex I inhibitors in other cell types [16, 50, 51, 52]. However, the same supplements were insufficient to prevent IACS‐010759‐induced arrest and cell death in FL^MycER^ and BaF^MycER^ cells (Fig. S3E), implying that these effects involve additional complex I‐dependent processes.

Cell death in FL^MycER^ cells treated with OHT and IACS‐010759 presented clear features of apoptosis, such as external membrane exposure of phosphatidylserine (Annexin V staining: Fig. 3A), chromatin condensation and nuclear fragmentation (Fig. S4A), PARP cleavage (Fig. S4B), and caspase activation—the latter suppressed by treatment with the caspase inhibitor Z‐VAD‐FMK (Fig. S4C). Unexpectedly, however, Z‐VAD‐FMK failed to rescue IACS‐010759‐induced killing of OHT‐primed cells (Fig. 3B), implying that caspase activity in not an absolute requirement for apoptosis in this setting, as also observed in other contexts [53, 54].

**Fig. 3:**
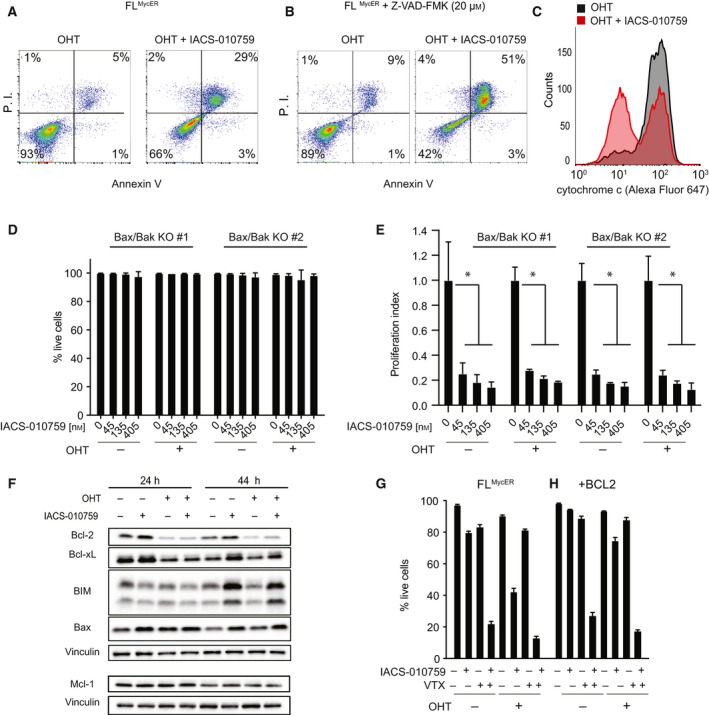
IACS‐010759 activates intrinsic apoptosis in Myc‐overexpressing cells. FL^MycER^ cells were sequentially treated with OHT (100 nm, 48 h), followed by IACS‐010759 (135 nm, unless otherwise indicated; all 48 h). (A) Apoptotic cell death was assayed by FACS analysis of propidium iodide (P.I.) and Annexin V staining (both shown as arbitrary fluorescence units). One representative experiment is shown, from two performed in FL^MycER^ and BaF^MycER^ cells. (B) As in (A) with the addition of 20 µm Z‐VAD‐FMK together with IACS‐010759. (C) Mitochondrial retention of cytochrome *c*, evaluated by anti‐cyt. c staining and FACS analysis of digitonin‐permeabilized FL^MycER^ cells. (D) Percentage of live cells and (E) proliferation index (as defined in Fig. 2) in two independent Bax/Bak double knockout FL^MycER^ clones pretreated or not with OHT, then treated with IACS‐010759 for 48 h. Error bars: SD (*n* = 3). *P < 0.001 vs. IACS‐010759‐untreated control (one‐way ANOVA). (F) Immunoblot analysis of the indicated BCL2‐family members in FL^MycER^ cells pretreated or not with OHT, followed by IACS‐010759 at the indicated times. Vinculin was used as loading control. Note that Mcl‐1 and its own vinculin control (bottom) are from a different experiment, generated during the revision of our manuscript. (G, H) Percentage of live cells in parental FL^MycER^ (G) and FL^MycER^ cells overexpressing BCL2 (H). The cells were pretreated or not with OHT (100 nm, 48 h), then treated for 48 h with IACS‐010759 (135 nm) and/or venetoclax (VTX; 100 nm), as indicated. Error bars: SD (*n* = 3).

The apoptotic response can be activated by either the extrinsic or the intrinsic pathway, the latter mediated by permeabilization of the mitochondrial outer membrane, determined by the equilibrium between pro‐ and anti‐apoptotic members of the BCL2 protein family [55, 56]. In particular, the effectors Bax and Bak must disengage from anti‐apoptotic BCL2‐family proteins to form oligomeric pores, through which cytochrome *c* and other proteins are released from the mitochondrial intermembrane space into the cytosol [57]. Indeed, we detected cytochrome *c* release from the mitochondria of OHT‐primed FL^MycER^ cells undergoing IACS‐010759‐induced cell death (Fig. 3C, Fig. S4D). In order to further address the role of intrinsic apoptosis in our model, we derived Bak/Bak‐null FL^MycER^ cell clones through CRISPR‐Cas9 engineering: Remarkably, these knockout cells acquired full resistance to IACS‐010759‐induced cell death (Fig. 3D), while retaining the cytostatic response (Fig. 3E). Hence, IACS‐010759‐mediated cytotoxicity was mediated by the intrinsic apoptotic pathway.

### 3.3 BCL2 acts as a suppressor of IACS‐010759‐induced cell death

Myc is known to perturb the balance between pro‐ and anti‐apoptotic BCL2‐family members by promoting transcription of Bim [58, 59] and Bax [60], while repressing the expression of BCL2 and Bcl‐xL [61, 62], altogether favoring cytochrome *c* release [63]. In order to address whether the increased sensitivity to IACS‐010759 following MycER activation could be ascribed to alterations in balance within the BCL2 family, we monitored protein levels in FL^MycER^ cells following OHT priming and subsequent treatment with IACS‐010759 for 24 and 44 h (both before the actual onset of cell death): Indeed, MycER activation down‐regulated BCL2 and Bcl‐xL, over‐riding a slight increase in these proteins promoted by IACS‐010759 alone (Fig. 3F). In contrast, neither Bim, nor Bax were significantly affected by MycER, while moderately induced by IACS‐010759 (in particular at 44 h: Fig. 3F). Finally, we tested the expression of Mcl‐1, an anti‐apoptotic BCL2‐family protein previously reported to be induced by MYC [64] and suppressed by the ETC complex I inhibitor metformin [65]; within the resolution of these experiments, we did not detect changes in its levels in response to either MycER activation or IACS‐010759 treatment (Fig. 3F bottom).

Based on these results, we hypothesized that reduced expression of BCL2 and Bcl‐xL upon MycER activation may cause the increased sensitivity to IACS‐010759 in FL^MycER^ cells. In support of this concept, the BCL2‐specific inhibitor venetoclax sensitized the cells to IACS‐010759‐induced cell death irrespective of prior MycER activation (Fig. 3G), confirming the importance of endogenous BCL2 in conferring resistance to IACS‐010759. Reciprocally, ectopic expression of BCL2 prevented IACS‐010759‐induced cell death in OHT‐primed cells, a protective effect predictably overridden by venetoclax (Fig. 3H). As reported above for the combination of IACS‐010759 and OHT (Fig. 3B), cell killing by IACS‐010759 and venetoclax was not rescued by Z‐VAD‐FMK (Fig. S4E), further indicating that cell death induced by the intrinsic apoptotic pathway is not dependent on caspase activity in our model.

Previous data indicated that BCL2 can sustain OxPhos activity in leukemic stem cells [66, 67]. Hence, in the above experiments, BCL2 might have acted by boosting mitochondrial respiration and/or protecting it from IACS‐010759‐mediated inhibition. In contrast with this scenario, however, neither overexpression, nor inhibition of BCL2 significantly impacted respiratory activity or its suppression by IACS‐010759 in OHT‐primed FL^MycER^ cells (Fig. S4F,G). Finally, Bax/Bak‐null FL^MycER^ cells remained resistant to IACS‐010759‐induced cytotoxicity even in the presence of venetoclax (Fig. S4H), further emphasizing that BCL2 blocks IACS‐010759‐induced cell death by preventing activation of the intrinsic pathway.

### 3.4 IACS‐010759 treatment activates the Integrated Stress Response

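The response to IACS-010759 was taken as IACS against untreated in nonprimed cells and as OHT_IACS against OHT in OHT-primed cells, so that the 2 responses share no library. Whether a response differed between them was tested by the interaction term of the same limma fit. A list of 53 ATF4 target genes, of which 44 were tested, and a list of 20 genes of sterol biosynthesis, of which 19 were tested, were written by hand at the same time as the MYC lists. In the authors' deposited table the last comparison is headed OHT_IACS against untreated. Across genes, which are not independent replicates, its log2 fold changes in the authors' deposited table had a Pearson r of 0.84 with the log2 ratio of OHT_IACS to OHT and of 0.38 with that of OHT_IACS to untreated. They are compared here with OHT_IACS against OHT.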

In order to characterize possible signals mediating the cytotoxic action of IACS‐010759, we profiled transcriptional changes after 24 h of IACS‐010759 treatment in either OHT‐primed or nonprimed FL^MycER^ cells. Independently from MycER activation, IACS‐010759 elicited extensive transcriptional alterations, with over 1000 DEGs in either OHT‐primed or nonprimed cells and a close correlation between the two responses (Fig. S3E). 

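IACS-010759 changed 1548 genes in nonprimed cells, 794 higher and 754 lower, and 2310 genes in OHT-primed cells, 1164 higher and 1146 lower (limma, Benjamini-Hochberg adjusted p under 0.05). The median size of the changes was 0.31 and 0.3 on the log2 scale. The groups of 3 libraries did not overlap in 3758 of the genes tested (38.6%) in nonprimed and in 3596 (36.9%) in OHT-primed cells, beside the 10% that chance gives. Without rescaling of the deposited RPKM, 867 genes rose and 469 fell in nonprimed cells. Single libraries decided part of these counts: 951, 998 and 1026 genes were changed in nonprimed cells without untreated replicate 1, without untreated replicate 2 and without IACS replicate 3, and 1524 in OHT-primed cells without OHT_IACS replicate 3. In the authors' deposited table, 1134 genes are called in nonprimed cells, 663 higher and 471 lower, and 1121 in the comparison read as OHT-primed cells, 729 higher and 392 lower. Of these calls in the authors' deposited table, 1010 (89.1%) and 1082 (96.5%) were also DEGs here, all in the same direction.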

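Across the 9745 genes tested, the log2 fold changes of the 2 responses had a Pearson r of 0.516 (jackknife standard error 0.073, leaving out libraries) and a Spearman rho of 0.587. Genes are not independent replicates, and no p is given. The Pearson r was 0.365 with a pseudocount of 0.01 and 0.696 over genes with an RPKM of at least 5. Of the 914 genes called in both responses, 504 rose in both and 407 fell in both, and their Pearson r was 0.944. Of the 2944 genes called in either response, 2640 changed in the same direction in the other.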

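The response itself differed between OHT-primed and nonprimed cells in 14 genes, all with a higher response in OHT-primed cells, and in 1240 genes at an unadjusted p under 0.05. The number was unstable, at 3 without OHT replicate 3 and 130 without OHT replicate 2. It ran from 5 to 1066 over the alternatives set beforehand. The smallest adjusted p belonged to Gzmb, Hk3 and Cfp. Gzmb lies on chromosome 14 from 56258838 to 56262260 in the GRCm38 annotation. Its RPKM rose from 21.8 ± 0.663 to 32.7 ± 1.09 with IACS-010759 in nonprimed cells and from 15.9 ± 0.909 to 48.5 ± 3.94 in OHT-primed cells (SD, n = 3), a difference of 1.05 on the log2 scale (standard error 0.08, limma, Benjamini-Hochberg adjusted p = 6.7e-05). The difference was 1.04 for Hk3 (standard error 0.11, limma, Benjamini-Hochberg adjusted p = 0.0015) and 0.98 for Cfp (standard error 0.12, adjusted p = 0.0035). With OHT alone, Gzmb, Hk3 and Cfp had log2 fold changes of -0.48, -2.07 and -0.53, which the interaction subtracts by construction. Between OHT_IACS and IACS their log2 fold changes were 0.57, -1.03 and 0.45.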

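Among the genes with the largest changes, Extl1 rose by 2.94 on the log2 scale in nonprimed (standard error 0.17, limma, Benjamini-Hochberg adjusted p = 1.5e-07) and by 2.67 in OHT-primed cells (adjusted p = 4.5e-07). Aqp9 rose by 2.37 and 2.1 (standard error 0.08, limma, Benjamini-Hochberg adjusted p = 2.1e-09 and 3.4e-09). Cox6a2 had at most 2 reads in the untreated libraries, at or under the floor of 3 reads, and was at least 17.3-fold higher with IACS. Egln3 had log2 fold changes of -1.34 and -1.52 (standard error 0.11, limma, Benjamini-Hochberg adjusted p = 5.8e-06 and 1.2e-06). Rras fell by 1.87 in nonprimed cells (standard error 0.22, limma, Benjamini-Hochberg adjusted p = 1e-04), where the IACS libraries held at most 3 reads, and was at least 2.9-fold lower. In OHT-primed cells its log2 fold change was -0.01 (limma, Benjamini-Hochberg adjusted p = 0.99). The libraries of the groups compared did not overlap in any of these genes, apart from Rras in OHT-primed cells. Ngp fell in OHT-primed cells from at most 4 reads to 0, and no fold is given for it, nor for the microRNA and small nucleolar RNA genes with the other largest fitted changes, which had at most 4 reads in any library.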

Upstream regulator analysis identified EIF2AK3 (also known as PERK) and ATF4, two key components of the Integrated Stress Response (ISR) [68], as controllers of the transcriptional response to IACS‐010759 in both OHT‐primed and nonprimed cells (Fig. 4A). Moreover, IACS‐010759 treatment suppressed the expression of genes involved in sterol biosynthesis, which are controlled by the Sterol regulatory element‐binding proteins (SREBPs) and the upstream SCAP‐INSIG1 regulatory circuit [69]. 

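The median log2 fold change of the 44 ATF4 target genes was 0.353 with IACS-010759 in nonprimed cells, with 43 genes higher (camera, Benjamini-Hochberg adjusted p = 1.65e-33). In OHT-primed cells it was 0.293, with 42 genes higher (camera, Benjamini-Hochberg adjusted p = 1.08e-22). In nonprimed cells 38 of the genes were DEGs that rose and 1 a DEG that fell, or 41 and 1 when adjusted over the list alone. In OHT-primed cells the numbers were 33 and 1, or 35 and 1 when adjusted over the list alone. Both calls held under the rotation test and with an estimated correlation between genes. Of the alternatives set beforehand, leaving out the aminoacyl-tRNA synthetase genes and Xpot moved the medians most, to 0.515 and 0.377. Over the 17 of these genes under 0.3 reads per base, a subset chosen after seeing the data, they were 0.728 and 0.834.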

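The 3 largest changes in the list were those of Trib3, Atf5 and Nupr1 in nonprimed cells and of Atf5, Trib3 and Slc6a9 in OHT-primed cells. Trib3 RPKM was 5.73 ± 0.464 in untreated cells and 23 ± 0.838 with IACS (SD, n = 3), a log2 fold change of 1.96 (standard error 0.1, limma, Benjamini-Hochberg adjusted p = 7.8e-08), and it rose by 1.54 in OHT-primed cells (adjusted p = 5.7e-07). Atf5 rose by 1.75 and 1.98, Nupr1 by 1.54 and 1.36, and Slc6a9 by 1.33 and 1.36, with adjusted p between 5e-07 and 1.8e-05 (limma, Benjamini-Hochberg) and no overlap between the libraries of the groups compared. The DEG that fell was Psph, singled out after its values were seen, with log2 fold changes of -0.752 and -0.504.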

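The mRNAs of the regulators had smaller measured changes. Atf4 lay at 0.98 reads per base, and genes of 0.5 to 1 reads per base had a median slope of reads on library total of 0.59. Since reads level off there, the size of its change cannot be ranked against those of less abundant genes. Atf4 RPKM was 67.3 ± 1.45 in untreated cells and 81.2 ± 5.16 with IACS (SD, n = 3), with a log2 fold change of 0.24 (standard error 0.09, limma, Benjamini-Hochberg adjusted p = 0.074), and adjusted p from 0.00035 to 0.25 under the alternatives set beforehand. The authors' deposited table gives Atf4 an adjusted p of 0.0039 in this comparison. In OHT-primed cells its log2 fold change was 0.13 (standard error 0.09, limma, Benjamini-Hochberg adjusted p = 0.29, and 0.00042 to 0.69 under the alternatives), or 0.04 without OHT replicate 2. Eif2ak3 had log2 fold changes of -0.17 and -0.27 (standard error 0.11, limma, Benjamini-Hochberg adjusted p = 0.31 and 0.087), and the second was called under quantile normalization and with weights per library (adjusted p = 0.026 and 0.0065, in a range of 0.0065 to 0.28). From the regulators that its analysis identified in both OHT-primed and nonprimed cells, the paper names EIF2AK3 and ATF4 as controllers of the response and thereby the ISR. Its further evidence is eIF2a phosphorylation, ATF4 and CHOP protein, and the knockout of CHOP. It describes ATF4 as raised through translation of its mRNA. The mRNA levels of the regulators therefore do not test their activity.

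**Figure D3:**
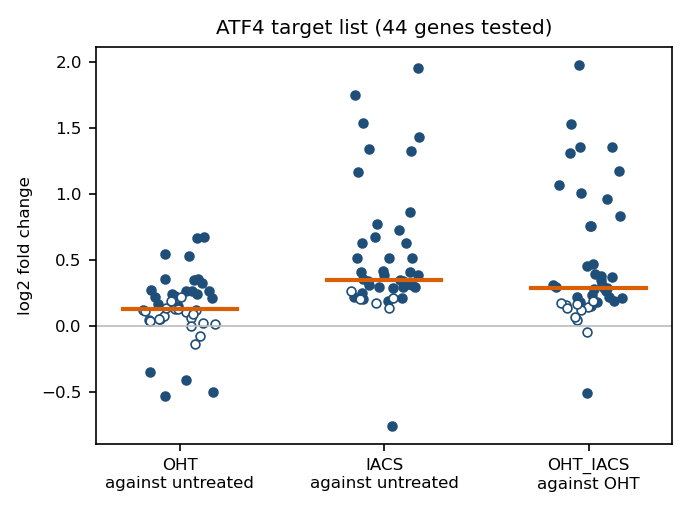
Log2 fold change of each of the 44 ATF4 target genes in 3 comparisons (filled points, DEGs; open points, not called; lines, medians). The medians are 0.135, 0.353 and 0.293.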

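The 19 genes of sterol biosynthesis had a median log2 fold change of -0.438 with IACS-010759 in nonprimed cells, and all 19 were lower (camera, Benjamini-Hochberg adjusted p = 7.44e-20). In OHT-primed cells the median was -0.32 and 18 of 19 genes were lower (camera, Benjamini-Hochberg adjusted p = 2.9e-12). The number of DEGs that fell was 17 in nonprimed and 18 in OHT-primed cells, also when adjusted over the list alone. Both calls held under the rotation test and with an estimated correlation between genes. Dhcr7 had log2 fold changes of -0.86 and -0.61 in nonprimed and OHT-primed cells (standard error 0.11, limma, Benjamini-Hochberg adjusted p = 0.00019 and 0.0016). They were -0.78 and -0.49 for Pmvk, -0.75 and -0.51 for Mvd, -0.59 and -0.54 for Cyp51, and -0.63 and -0.54 for Lss, each with an adjusted p of at most 0.0041 (limma, Benjamini-Hochberg) and no overlap between the libraries of the groups compared.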

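A separate list of other SREBP targets, 13 genes tested, had a median of -0.279 in nonprimed cells with 12 genes lower (camera, Benjamini-Hochberg adjusted p = 7.76e-09). In OHT-primed cells it was -0.151 with 10 genes lower (camera, Benjamini-Hochberg adjusted p = 0.000858), and this call did not hold with an estimated correlation between genes (0.232). When adjusted over the list alone, 10 genes fell in nonprimed cells, and 7 fell and 1 rose in OHT-primed cells.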

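Of the regulatory genes, Insig1, on chromosome 5 from 28071363 to 28078662 in GRCm38, fell from 23.9 ± 0.212 to 13.2 ± 1.02 RPKM in nonprimed and from 26.4 ± 1.01 to 15.3 ± 0.341 in OHT-primed cells (SD, n = 3). Its log2 fold changes were -0.88 and -0.79 (standard error 0.04, limma, Benjamini-Hochberg adjusted p = 7.8e-08 and 1.4e-07). Srebf2 had log2 fold changes of -0.28 and -0.17 (standard error 0.05, limma, Benjamini-Hochberg adjusted p = 0.0017 and 0.025), and the second call was lost under quantile normalization, with only the compared groups in the fit, without OHT replicate 2 and without OHT_IACS replicate 1 (adjusted p = 0.089, 0.062, 0.064 and 0.1, in a range of 0.013 to 0.1). Srebf1 fell by 0.28 in nonprimed cells (standard error 0.05, limma, Benjamini-Hochberg adjusted p = 0.0034), and its log2 fold change in OHT-primed cells was 0.03 (adjusted p = 0.77), or 0 without OHT_IACS replicate 2. Scap did not change detectably, with log2 fold changes of -0.1 and 0.11 (standard error 0.05, limma, Benjamini-Hochberg adjusted p = 0.23 and 0.15), the second being 0.05 without OHT_IACS replicate 1.

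**Figure D4:**
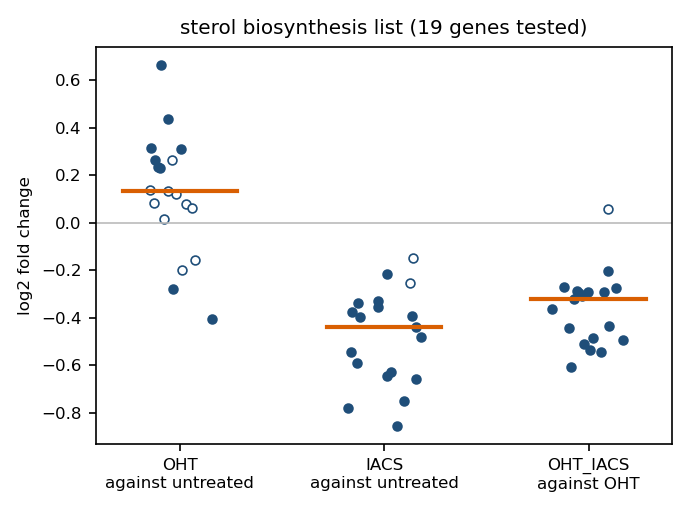
Log2 fold change of each of the 19 sterol biosynthesis genes in 3 comparisons (filled points, DEGs; open points, not called; lines, medians). The medians are 0.133 with OHT, -0.438 with IACS and -0.32 with OHT_IACS against OHT.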

Finally, IACS‐010759 led to the activation of genes associated with the expression of UCP1, which mediates dissipation of the proton gradient across the mitochondrial inner membrane, thus decoupling electron transport from ATP synthesis [70]: this most likely indicates a common cellular response to impaired mitochondrial ATP production, regardless of its cause (i.e., suppression of membrane potential by UCP1, or disruption of the electron transport chain by IACS‐010759; Fig. 2C).

**Fig. 4:**
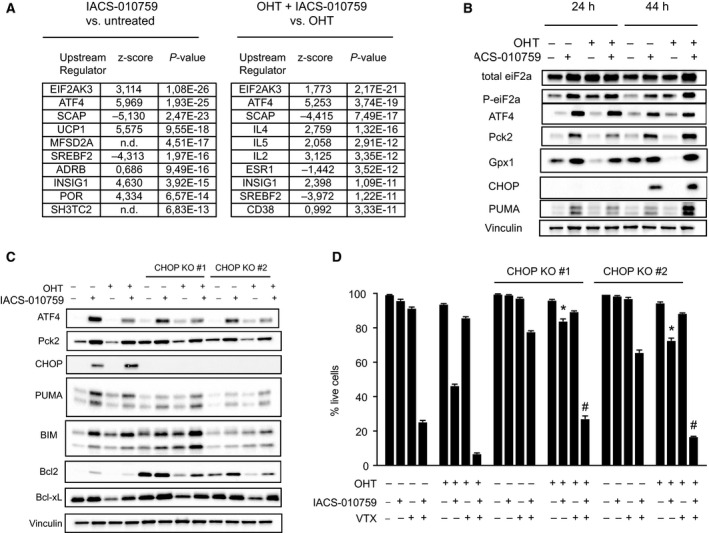
The Integrated Stress Response mediates IACS‐010759‐induced cell death. FL^MycER^ cells were pretreated or not with OHT (100 nm, 48 h), followed by IACS‐010759 (135 nm, 24 h). (A) Gene expression was profiled by RNA‐seq, as defined in the Materials and methods section: the table shows the 10 most significantly enriched Upstream Regulators identified through Ingenuity Pathway Analysis of IACS‐010759‐responsive genes, either with (right) or without OHT (left). n.d.: not determined. *P* values were calculated according to the Fisher’s exact test. (B) Immunoblot analysis of ISR components in FL^MycER^ cells after treatment with IACS‐010759 for 24 or 44 h as indicated. Vinculin was used as loading control. (C) Immunoblot analysis of parental and CHOP‐knockout FL^MycER^ cells after 44 h of IACS‐010759 treatment. (D) Percentage of live cells, confronting parental FL^MycER^ cells with two CHOP‐knockout clones, treated with OHT, followed by IACS‐010759 and/or venetoclax (VTX; 100 nm), as indicated. Error bars: SD (*n* = 3). *P < 0.0001 from *t*‐test between each CHOP KO clone and the parental cells, both treated with OHT and IACS‐101759; ^#^ *P* < 0.0001 from *t*‐test for each CHOP KO clone between cells treated with OHT, IACS‐101759 and VTX, relative to those treated with OHT and IACS‐101759.

The ISR, the highest ranking IACS‐010759‐regulated program in our analysis (Fig. 4A: EIF2AK3 and ATF4), is an adaptive pathway engaged by diverse stress stimuli that selectively activate one of four different kinases (EIF2AK1‐4), which converge to phosphorylate a specific residue (S51) in the translation factor eIF2a [68]. While repressing general translation, phospho‐eIF2a promotes the translation of a subset of transcripts, including the *ATF4* mRNA. ATF4 and several other ISR‐induced transcriptional regulators, in turn, promote a pro‐survival, stress‐resistance program [68]. Most relevant here, under conditions of severe, unresolved stress, the ISR can also induce pro‐apoptotic factors such as the BH3‐only BCL2‐family proteins Bcl2l11/Bim, Bbc3/PUMA, Hrk, and NOXA [71, 72, 73, 74, 75].

Based on the above, we monitored the status of the ISR pathway in FL^mycER^ cells: Treatment with IACS‐010759, but not OHT, promoted eIF2a phosphorylation and accumulation of ATF4 and several of its target‐gene products, known to be involved in either cell survival (Gpx1, Pck2) or death (Ddit3/CHOP, PUMA, Bim) (Figs 4B and 3F) [68]. Part of these were also significantly upregulated at the mRNA level in our RNA‐seq data (i.e., Pck2 and CHOP), while others were not (Gpx1, PUMA, Bim) (Fig. S3G), possibly reflecting activation of the latter at the translational level, as described in other ISR‐related contexts [76, 77]. 

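Pck2, on chromosome 14 from 55540266 to 55551242 in GRCm38, rose with IACS-010759 from 21.3 ± 0.508 to 39.7 ± 0.409 RPKM in nonprimed cells and from 15 ± 1.04 to 34.1 ± 0.699 in OHT-primed cells (SD, n = 3). The log2 fold changes were 0.87 and 1.18 (standard error 0.04, limma, Benjamini-Hochberg adjusted p = 7.8e-08 and 2.7e-09), and the libraries of the groups compared did not overlap. Ddit3, which encodes CHOP and lies on chromosome 10 from 127290774 to 127296288, rose from 7.43 ± 0.174 to 17.1 ± 0.458 RPKM and from 8.86 ± 1.18 to 15 ± 0.489 (SD, n = 3). Its log2 fold changes were 1.17 and 0.76 (standard error 0.07, limma, Benjamini-Hochberg adjusted p = 1.2e-07 and 5.7e-06), again without overlap.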

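Gpx1 had log2 fold changes of 0.14 and 0.08 (standard error 0.08, limma, Benjamini-Hochberg adjusted p = 0.23 and 0.46), although the second was called under quantile normalization (0.11, adjusted p = 0.0088, in a range of 0.0088 to 0.86 over the alternatives) and was 0.02 without OHT replicate 2. Bbc3, which encodes PUMA, had a log2 fold change of 0.21 in nonprimed cells (standard error 0.11, limma, Benjamini-Hochberg adjusted p = 0.21) and was called there only in the fit of the compared groups alone (adjusted p = 0.045, in a range of 0.045 to 0.39 over the alternatives). In OHT-primed cells it rose from 5.43 ± 0.843 to 7.28 ± 0.857 RPKM (SD, n = 3), by 0.42 on the log2 scale (standard error 0.11, limma, Benjamini-Hochberg adjusted p = 0.012), with all 3 OHT_IACS libraries above all 3 OHT libraries. Without OHT_IACS replicate 2 the change was 0.34 and the adjusted p 0.051 (limma, Benjamini-Hochberg), in a range of 0.0081 to 0.051 over the fits that each left out a library. Over the same fits the change ran from 0.28 without OHT replicate 3 to 0.5 without OHT replicate 1. The authors' deposited table gives Bbc3 an adjusted p of 0.061 in OHT-primed cells. Bcl2l11, which encodes Bim, had log2 fold changes of -0.38 and -0.18 (standard error 0.14, limma, Benjamini-Hochberg adjusted p = 0.082 and 0.38). The first was called as a fall without the mean-variance trend and with weights per library (adjusted p = 0.017 and 0.018, in a range of 0.017 to 0.24). For the mRNAs that it found not significantly upregulated, the paper proposes activation at the translational level.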

Two other known effectors of the ISR, Hrk and NOXA [74], were not expressed in FL^mycER^ cells as judged by our RNA‐seq data, precluding assessment of their possible roles in IACS‐010759‐induced cell death.

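Hrk had at most 1 read in any of the 12 libraries. A floor of 3 reads corresponds to an RPKM of 0.038 to 0.054 for this gene, depending on the library. Pmaip1, which encodes NOXA, was listed at 0 in all 12 libraries. For the exon length in the GENCODE annotation, 3 reads on Pmaip1 correspond to an RPKM of 0.075 to 0.11. Such floors cover counting error only. Tpt1, an abundant gene of most cells that was singled out after its values were seen, was also listed at or near 0, so that a listing at 0 alone does not show absence of the mRNA.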

In order to assess the contribution of the ISR to the cytotoxic action of IACS‐010759, we used CRISPR‐Cas9 engineering to inactivate the gene encoding CHOP, the main mediator of the pro‐apoptotic branch of the ISR [68]. Previous work suggested that CHOP acts by inducing the BH3‐only proteins PUMA and Bim [71, 72, 73], while suppressing BCL2 expression [78]. However, similar to parental FL^MycER^ cells, CHOP‐null cells showed IACS‐010759‐dependent activation of Bim and PUMA (Fig. 4C). Instead, while still suppressed by MycER activation, BCL2 levels were altered in CHOP knockout cells, with increased amounts in either basal or IACS‐010759‐treated conditions (Fig. 4C). Consistent with the role of BCL2 in IACS‐010759‐induced cell death, CHOP KO cells showed increased resistance to the drug, which was overcome by co‐treatment with venetoclax (Fig. 4D).

### 3.5 IACS‐010759 and venetoclax synergize against *MYC/BCL2* double‐hit lymphoma

The preferential killing of Myc‐overexpressing cells by IACS‐010759 (Fig. 2A) and its suppression by Bcl2 (Fig. 3G,H) were reminiscent of our previous results with Tigecycline [11, 20]. We also reported that Tigecycline and venetoclax cooperated in killing *MYC/BCL2* double‐hit lymphoma cells, and showed synergy against DHL in a preclinical setting [20]. Hence, these observations prompted us to address the potential of combining IACS‐010759 and venetoclax to treat DHL. Indeed, dosing either drug against the other *in vitro* on the human DHL cell lines SU‐DHL‐6 and DOHH‐2 revealed a strong synergy in cell killing (Fig. 5A,B), further substantiated with fixed concentrations of each drug in two other DHL lines (Fig. S5A). It is noteworthy here that as in FL5.12 cells (Fig. 4A,B), IACS‐010759 treatment induced an ISR in DHL cells—albeit to variable levels—as indicated by eIF2a phosphorylation and ATF4 accumulation (Fig. S5B).

**Fig. 5:**
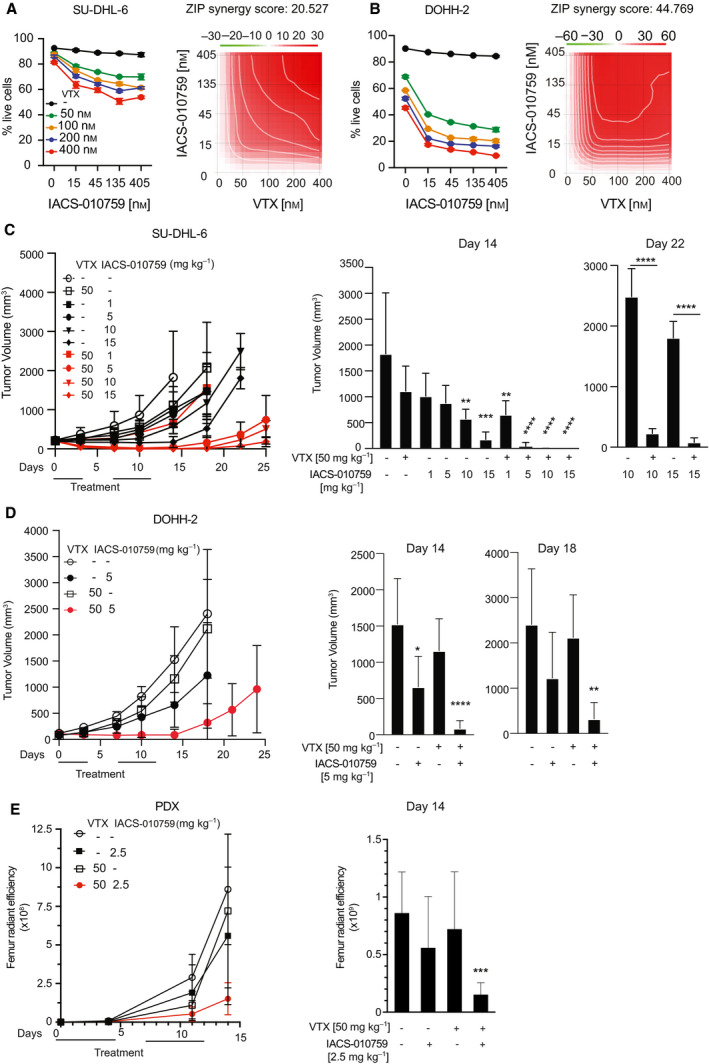
Combinatorial action of IACS‐010759 and BH3‐mimetic compounds against MYC‐associated lymphomas. (A) Left: percentage of live SU‐DHL‐6 cells after 24 h treatment with the indicated concentrations of IACS‐010759 and venetoclax (VTX). Error bars: SD (*n* = 3). Right: drug interaction landscape and synergy score for the two drugs calculated according to the ZIP model. Note that a positive ZIP score (> 10) signifies a synergistic interaction. The landscape identifies the doses at which the drugs either synergize (red) or antagonize each‐other (green)—the latter not observed here. (B) As in (A), for DOHH‐2 cells. (C) Tumor progression in CD1 nude mice bearing subcutaneous SU‐DHL‐6 tumors treated by oral gavage with the indicated daily doses of IACS‐010759 and/or venetoclax. Tumor volumes (mm^3^) were monitored at the indicated time‐points. Error bars: SD; *n* = 5 animals per group. The mean values, standard deviations and statistical significance for individual groups are visualized on the right: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001 (one‐way ANOVA relative to the untreated control at day 14, to the VTX‐only group at day 22). (D) As in (C) for subcutaneous DOHH‐2 tumors (all relative to untreated control). (E) Tumor progression in NSG mice injected with the luciferase‐positive PDX line DFBL‐20954‐V3‐mCLP. Tumor development in individual mice was monitored by *in vivo* imaging through quantification of bilateral femur radiant efficiency. After randomization, the animals were subjected to treatment with 2.5 mg·kg^−1^ IACS‐010759 and/or 50 mg·kg^−1^ venetoclax (VTX). Error bars: SD; *n* = 4/5 animals per group. Right: mean values and SD at day 14; ***P < 0.001 (one‐way ANOVA).

In order to address the combinatorial effect of the drugs *in vivo*, CD1 nude mice bearing subcutaneous SU‐DHL‐6 tumors were treated by oral gavage with IACS‐010759 (1–15 mg·kg^−1^) and/or venetoclax (50 mg·kg^−1^), for a total of 10 daily doses over two weeks. While either drug alone or the combination with the lowest dose of IACS‐010759 moderately slowed down tumor growth during the treatment period, combinations with higher doses of IACS‐010759 showed increased efficacy and a marked delay in re‐growth post‐treatment (Fig. 5C), most animals showing either partial or complete tumor regression up to one week after the end of treatment (day 19; Fig. S5C). Similar results were obtained in mice transplanted with DOHH‐2 cells (Fig. 5D). We then monitored the response of the DHL patient‐derived xenograft (PDX) DFBL‐20954‐V3‐mCLP, isolated from a lymphoma refractory to multiple chemotherapy regimens [30]. PDX cells were inoculated by tail vein injection and their growth monitored by whole‐body luminescence in NSG mice: again, IACS‐010759 or venetoclax alone showed little effect, while the combination strongly suppressed tumor growth after the end of the treatment cycles (Fig. 5E, Fig. S6). Altogether, IACS‐010759 and venetoclax showed strong antitumoral activity against DHL in the preclinical setting.

The above results pointed to a wider therapeutic strategy against other high‐grade lymphomas. In particular, in cases showing translocation of MYC alone, tumor progression and survival may be under the control of distinct anti‐apoptotic BCL2‐family proteins, against which specific pharmacological inhibitors are also available [21]: the latter compounds—rather than venetoclax—may thus show synergy with IACS‐010759 in these tumors. We tested this hypothesis in OCI‐LY7, a MYC‐translocated, BCL2‐negative DLBCL cell line that is fully resistant to venetoclax [20], but expresses Mcl‐1 [29]. Indeed, while IACS‐010759 alone showed substantial toxicity in those cells, this was significantly reinforced by co‐treatment with the Mcl‐1‐specific inhibitor S63845, but not with venetoclax (Fig. 6A). The Burkitt’s lymphoma cell line Ramos, which is also characterized by MYC translocation and expression of Mcl‐1 but not BCL2, showed a similar sensitivity profile (Fig. 6B). Thus, depending upon the cellular context, combination of IACS‐010759 with distinct BH3‐mimetic compounds may allow maximal antitumoral activity (Fig. 7).

**Fig. 6:**
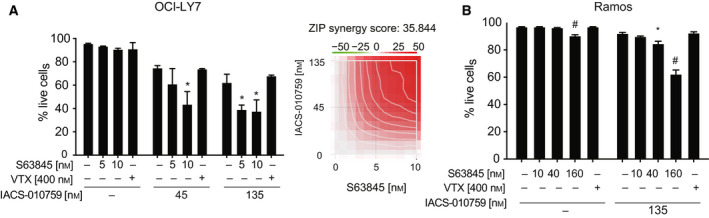
Combinatorial action of IACS‐010759 and the Mcl‐1 inhibitor S63845 in DLBCL and BL cell lines. (A) OCI‐LY7 and (B) Ramos cells were treated for 24 h with IACS‐010759 and either venetoclax or S63845, at the indicated concentrations. The graphs show the percentage of live cells after treatment. Error bars: SD (*n* = 3). *P < 0.01; ^#^ *P* < 0.0001 vs. untreated control (one‐way ANOVA). The heatmap in (A) shows the drug interaction landscape and synergy score for IACS‐010759 and S63845 (as in Fig. 5A).

**Fig. 7:**
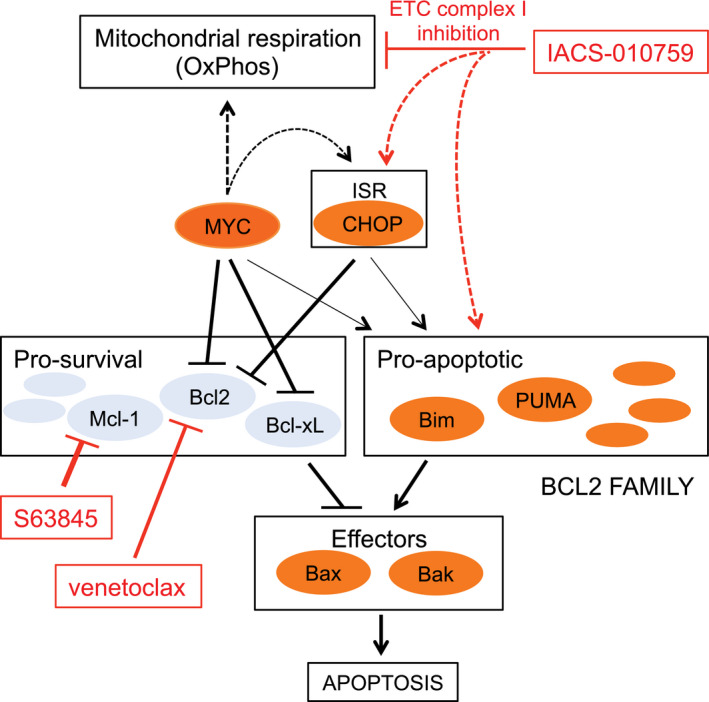
Combinatorial targeting of OxPhos and BCL2‐family proteins in MYC‐associated lymphoma. Schematic summary of the pharmaco‐genetic interactions described in this work. Dashed arrows represent indirect effects; the connections between MYC, the integrated stress response (ISR), and the pro‐apoptotic BCL2 arm (thin arrows) were described in other studies (see text) and may further reinforce the sensitivity of MYC‐overexpressing cells to ETC inhibitors. Among a number of other pathways, MYC supports mitochondrial respiration (Oxphos): inhibition of this process, and in particular of ETC complex I by IACS‐010759 is synthetic‐lethal with MYC, pointing to Oxphos as an important effector in MYC‐induced tumorigenesis. Mechanistically, IACS‐010759 induces apoptosis through activation of the ISR and in particular its pro‐apoptotic effector CHOP and may independently impact BCL2‐family proteins. MYC sensitizes to apoptosis by modulating the expression of BCL2‐family members (and, not shown here, activation of the ARF/p53 pathway). Hence, the ISR and MYC activity converge on the BCL2 family to lower the apoptotic threshold upon IACS‐010759 treatment. This model provides a coherent rationale for the effects reported in this work, including (a) MYC‐induced sensitization of B cells to killing by IACS‐010759 and (b) the cooperative cytotoxic action of IACS‐010759 and BH3‐mimetic compounds, in particular venetoclax in MYC/BCL2 DHL cells, and S63845 in Mcl‐1‐expressing DLBCL and Burkitt’s lymphoma cells.

## 4 Discussion

Our work points to oxidative phosphorylation (OxPhos) as one of the critical MYC‐activated processes in DLBCL, and as a tractable therapeutic target in high‐grade, MYC‐associated forms of the disease. First, MYC‐ and OxPhos‐related gene signatures were highly correlated in six distinct DLBCL patient cohorts, and were enriched in MYC‐overexpressing mouse B‐cells and lymphomas. Most noteworthy here, MYC may drive OxPhos genes not only at the transcriptional, but also at the translational level in B‐cells [79]. Second, ectopic MYC activity sensitized B‐cells to IACS‐010759, an inhibitor of ETC complex I [16]. Third, IACS‐010759 showed synergy with BH3‐mimetic compounds that inhibit either BCL2 or Mcl‐1, allowing context‐dependent killing of lymphoma cell lines (Fig. 7). Finally, IACS‐010759 and the BCL2 inhibitor venetoclax effectively cooperated against *MYC/BCL2* double‐hit lymphoma in xenograft‐based preclinical models.

It has long been known that MYC overexpression sensitizes diverse cell types to apoptosis in response to environmental or cell‐autonomous stress conditions [47, 63, 80], in a manner that can be counteracted by BCL2 [80, 81]. In line with this concept, ectopic activation of a MycER chimera sensitized two mouse B‐cell lines to killing by IACS‐010759, an effect that was blocked by BCL2 and, reciprocally, exacerbated by venetoclax. Yet, unlike reported in AML cells [66, 67], venetoclax did not suppress OxPhos activity in B‐cells, indicating that it did not directly enhance the inhibitory action of IACS‐010759 on ETC complex I. At the mechanistic level, and as described in other contexts [61, 62], MycER activation suppressed expression of BCL2 and Bcl‐xL. Further analysis confirmed that IACS‐010759 induced cell death through the intrinsic apoptotic pathway, as evidenced by the requirement for the effectors Bax and Bak, and cytoplasmic release of cytochrome *c*. Altogether, as depicted in Fig. 7, MYC promoted OxPhos activity and concomitantly lowered the anti‐apoptotic safeguard provided by BCL2/Bcl‐xL in B‐cells [82], thus sensitizing the cells to IACS‐010759. Our findings are also consistent with a recent study in AML, in which venetoclax and IACS‐010759 synergized to induce apoptosis in AML cells [83]. The MYC‐dependent suppression of both BCL2 and Bcl‐xL also suggests that the combination of IACS‐010759 with the BCL2/Bcl‐xL double inhibitor navitoclax might as well constitute an effective chemotherapy regimen in MYC‐overexpressing tumors, if navitoclax‐associated toxicity is properly managed [84, 85].

We and others have shown that the cytotoxic effects of IACS‐010759 *in vitro* are enhanced by reduced glucose in the medium (Fig. S3C) [16, 49]; therefore, reducing glucose supply to the tumor might improve the efficacy of the drug *in vivo*. In line with this concept, intermittent fasting reduced glycemia and improved the anti‐tumoral activity of a different ETC complex I inhibitor, metformin, in a xenograft model of AML [65]. Whether combining mitochondrial inhibitors, such as IACS‐010759 or metformin, with dietary restriction bears clinical potential against cancer remains to be investigated.

To identify possible effectors of IACS‐010759, we profiled gene expression in B‐cells: this singled out the Integrated Stress Response (ISR) as an IACS‐010759‐induced pathway, independently from MycER activation. 

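The response of the 44 ATF4 target genes to IACS-010759 was compared between OHT-primed and nonprimed cells by its interaction term. The median interaction was -0.07 on the log2 scale, with 35 genes below 0 (camera, Benjamini-Hochberg adjusted p = 0.0288). This call did not hold under the rotation test (limma fry, Benjamini-Hochberg adjusted p = 0.165) or with the log2 library total as a covariate, where the median was -0.03 (camera, Benjamini-Hochberg adjusted p = 0.149). Adjusted over the list alone, the response was higher in 3 genes and lower in 1 gene in OHT-primed cells.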

The ISR is a composite signaling pathway that mediates protective adaptation to multiple stresses, but concurrently promotes cell death when homeostasis cannot be restored [68]: activation of this pathway in response to OxPhos inhibitors was also reported in AML, multiple myeloma and glioblastoma cells, in which it appeared to relay mainly a pro‐death signal [67, 86, 87]. In line with these observations, elimination of CHOP, which controls the pro‐apoptotic branch of the ISR [68], conferred resistance to IACS‐010759 in our experiments, thus pointing to the ISR as a common effector of OxPhos inhibitors in diverse tumor types. 

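With OHT alone, the 44 ATF4 target genes had a median log2 fold change of 0.135 against untreated cells, and 38 of them were higher (camera, Benjamini-Hochberg adjusted p = 0.00102). DEGs among them were 19 that rose and 4 that fell, or 21 and 4 when adjusted over the list alone. The call held under the rotation test (limma fry, Benjamini-Hochberg adjusted p = 0.00153) but not with an estimated correlation between genes (0.362), and the adjusted p ran from 0.000114 to 0.362 over the alternatives. With the log2 library total as a covariate, the median was 0.06 (camera, Benjamini-Hochberg adjusted p = 0.0132). Among the 17 of these genes under 0.3 reads per base, a subset chosen after seeing the data, it was 0.133 (camera, Benjamini-Hochberg adjusted p = 0.137). Whether the 44 genes rose beyond random lists of like expression was not tested. In the paper's immunoblots, eIF2a phosphorylation and ATF4 accumulation followed IACS-010759 but not OHT.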

Finally, we shall note here that MYC‐induced oncogenic stress can also activate the ISR [88]: while not observed in our experimental setting, this may further contribute to the sensitivity of MYC‐driven tumors to ETC inhibitors (Fig. 7).

## 5 Conclusions

While IACS‐010759 directly inhibits ETC complex I, thus suppressing OxPhos activity [16], tigecycline achieves the same effect indirectly via inhibition of mitochondrial translation [11, 13], providing a common denominator for their pro‐apoptotic effects on MYC‐overexpressing cells, as well as on DHL cells when combined with venetoclax [20]. Thus, targeting OxPhos (whether with IACS‐010759, tigecycline, etc.) along with select BCL2‐family members [21] may be an effective means to achieve synergy against high‐grade B‐cell lymphomas (Fig. 7). In support of this concept, the BCL2 inhibitor venetoclax potentiated the cytotoxic activity of IACS‐010759 in *MYC/BCL2* DHL cells, while the Mcl‐1 inhibitor S63845 did so in MYC‐translocated, BCL2‐negative lymphoma cell lines. Altogether, our work supports a wider therapeutic concept, in which the status of MYC and BCL2‐family members in individual patients may guide the decision to combine OxPhos inhibitors and select BH3‐mimetics against high‐grade DLBCL, and possibly other refractory malignancies.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

GD and MR organized and performed most of the experiments, with technical assistance from PN, AV, and MD. MF performed the computational analyses. FP contributed part of the *in vitro* experiments on cellular drug responses. LC and AB provided support and assistance with the SeaHorse experiments, SR with microscopy, and CPV, JRM, and GFD with the provision of IACS‐010759. GD and BA designed and coordinated the project, and wrote the manuscript.

### Peer Review

The peer review history for this article is available at https://publons.com/publon/10.1002/1878‐0261.13115.

## Supporting information

**Fig. S1**. Variable association of the MYC‐V1 and OxPhos gene signatures with patient survival in DLBCL.
**Fig. S2**. MycER expression and activation in the B‐lymphoid cell lines FL5.12 and Ba/F3.
**Fig. S3**. Effects of MycER activation, IACS‐010759 and other pharmacogenetic interactions in B cells.
**Fig. S4**. Effects of MycER activation, IACS‐010759 and other pharmacogenetic interactions in B cells.
**Fig. S5**. Effects of IACS‐010759 and BH3‐mimetics on human lymphoma cells.
**Fig. S6**. Whole body imaging of PDX‐engrafted mice treated with IACS‐010759 and/or venetoclax.
**Table S1**. MYC‐ and OxPhos‐associated gene signatures are correlated in DLBCL.
**Table S2**. Genes shared among the MYC‐ and OxPhos‐related signatures.
**Table S3**. Antibodies used for immunoblot analysis.
**Table S4**. Primers for mRNA quantification by qPCR.
**Table S5**. Genomic targets of the sgRNAs used for CRISPR‐Cas9 gene knockout.
**Table S6**. Primers for PCR analysis of CRISPR‐Cas9 knockout clones. Click here for additional data file.

## Data Availability

The RNA‐Seq data described in this work are accessible through NCBI's Gene Expression Omnibus (GEO; RRID: SCR_005012) with series accession numbers GSE149073 and GSE51011. RNA‐seq samples and patient’s survival data for Reddy *et al*. [3] and Ennishi *et al*. [24] were made available by the authors and are accessible through the European Genome‐phenome Archive (RRID: SCR_004944) at the European Bioinformatics Institute (https://www.ega‐archive.org/; RRID: SCR_004727) with the accession numbers EGAS00001002606 and EGAS00001002657, respectively. Preprocessed data from Schmitz *et al*. [5] were downloaded from the Genomic Data Commons Data Portal (https://portal.gdc.cancer.gov/; RRID: SCR_014514) with project ID: NCICCR‐DLBCL. The microarray data from Lenz *et al*. [22] (GSE10846), Sha *et al*. [23] (GSE117556), and Chapuy *et al*. [4] (GSE98588) were accessed through NCBI's Gene Expression Omnibus. Access to the EGAS00001002606 dataset [3] was provided by Tushar Dave and Anupama Reddy under an agreement with the Duke University (Durham, NC, USA), and access to the EGAS00001002657 dataset [24] by Stacy Hung, Kal Mann, Theolina Dimitrow, and Christian Steidl under an agreement with BC Cancer (Vancouver, BC, Canada); the results and conclusions reported in this work do not necessarily reflect the opinions or views of BC Cancer. The phs001444 dataset [5] was accessed with a Data Use Certification Agreement from the NIH database for Genotypes and Phenotypes (dbGaP). The PDX model used in this work is covered by a material transfer agreement from the Dana Farber Cancer Institute to Istituto Europeo di Oncologia (DFCI agreement no. A09770).

## References

[1] Liu Y & Barta SK (2019) Diffuse large B‐cell lymphoma: 2019 update on diagnosis, risk stratification, and treatment. Am J Hematol 94, 604–616.3085959710.1002/ajh.25460

[2] Monti S , Savage KJ , Kutok JL , Feuerhake F , Kurtin P , Mihm M , Wu B , Pasqualucci L , Neuberg D , Aguiar RC *et al*. (2005) Molecular profiling of diffuse large B‐cell lymphoma identifies robust subtypes including one characterized by host inflammatory response. Blood 105, 1851–1861.1555049010.1182/blood-2004-07-2947

[3] Reddy A , Zhang J , Davis NS , Moffitt AB , Love CL , Waldrop A , Leppa S , Pasanen A , Meriranta L , Karjalainen‐Lindsberg ML *et al*. (2017) Genetic and functional drivers of diffuse large B cell lymphoma. Cell 171, 481–494 e15.2898556710.1016/j.cell.2017.09.027PMC5659841

[4] Chapuy B , Stewart C , Dunford AJ , Kim J , Kamburov A , Redd RA , Lawrence MS , Roemer MGM , Li AJ , Ziepert M *et al*. (2018) Molecular subtypes of diffuse large B cell lymphoma are associated with distinct pathogenic mechanisms and outcomes. Nat Med 24, 679–690.2971308710.1038/s41591-018-0016-8PMC6613387

[5] Schmitz R , Wright GW , Huang DW , Johnson CA , Phelan JD , Wang JQ , Roulland S , Kasbekar M , Young RM , Shaffer AL *et al*. (2018) Genetics and pathogenesis of diffuse large B‐cell lymphoma. N Engl J Med 378, 1396–1407.2964196610.1056/NEJMoa1801445PMC6010183

[6] Wright GW , Huang DW , Phelan JD , Coulibaly ZA , Roulland S , Young RM , Wang JQ , Schmitz R , Morin RD , Tang J *et al*. (2020) A probabilistic classification tool for genetic subtypes of diffuse large B cell lymphoma with therapeutic implications. Cancer Cell 37, 551–568.e14.3228927710.1016/j.ccell.2020.03.015PMC8459709

[7] Bisso A , Sabò A & Amati B (2019) MYC in Germinal Center‐derived lymphomas: mechanisms and therapeutic opportunities. Immunol Rev 288, 178–197.3087434610.1111/imr.12734

[8] Chiche J , Reverso‐Meinietti J , Mouchotte A , Rubio‐Patino C , Mhaidly R , Villa E , Bossowski JP , Proics E , Grima‐Reyes M , Paquet A *et al*. (2019) GAPDH expression predicts the response to R‐CHOP, the tumor metabolic status, and the response of DLBCL patients to metabolic inhibitors. Cell Metab 29, 1243–1257.e10.3082786110.1016/j.cmet.2019.02.002

[9] Carey CD , Gusenleitner D , Chapuy B , Kovach AE , Kluk MJ , Sun HH , Crossland RE , Bacon CM , Rand V , Dal Cin P *et al*. (2015) Molecular classification of MYC‐driven B‐cell lymphomas by targeted gene expression profiling of fixed biopsy specimens. J Mol Diagn 17, 19–30.2546843210.1016/j.jmoldx.2014.08.006PMC4279427

[10] Morrish F & Hockenbery D (2014) MYC and mitochondrial biogenesis. Cold Spring Harb Perspect Med 4, a014225.2478987210.1101/cshperspect.a014225PMC3996374

[11] D'Andrea A , Gritti I , Nicoli P , Giorgio M , Doni M , Conti A , Bianchi V , Casoli L , Sabò A , Mironov A *et al*. (2016) The mitochondrial translation machinery as a therapeutic target in Myc‐driven lymphomas. Oncotarget 7, 72415–72430.2763547210.18632/oncotarget.11719PMC5341918

[12] Oran AR , Adams CM , Zhang XY , Gennaro VJ , Pfeiffer HK , Mellert HS , Seidel HE , Mascioli K , Kaplan J , Gaballa MR *et al*. (2016) Multi‐focal control of mitochondrial gene expression by oncogenic MYC provides potential therapeutic targets in cancer. Oncotarget 7, 72395–72414.2759035010.18632/oncotarget.11718PMC5340124

[13] Skrtic M , Sriskanthadevan S , Jhas B , Gebbia M , Wang X , Wang Z , Hurren R , Jitkova Y , Gronda M , Maclean N *et al*. (2011) Inhibition of mitochondrial translation as a therapeutic strategy for human acute myeloid leukemia. Cancer Cell 20, 674–688.2209426010.1016/j.ccr.2011.10.015PMC3221282

[14] Dong Z , Abbas MN , Kausar S , Yang J , Li L , Tan L & Cui H (2019) Biological functions and molecular mechanisms of antibiotic tigecycline in the treatment of cancers. Int J Mol Sci 20, 3577.10.3390/ijms20143577PMC667898631336613

[15] Norberg E , Lako A , Chen PH , Stanley IA , Zhou F , Ficarro SB , Chapuy B , Chen L , Rodig S , Shin D *et al*. (2017) Differential contribution of the mitochondrial translation pathway to the survival of diffuse large B‐cell lymphoma subsets. Cell Death Differ 24, 251–262.2776812210.1038/cdd.2016.116PMC5299709

[16] Molina JR , Sun YT , Protopopova M , Gera S , Bandi M , Bristow C , McAfoos T , Morlacchi P , Ackroyd J , Agip ANA *et al*. (2018) An inhibitor of oxidative phosphorylation exploits cancer vulnerability. Nat Med 24, 1036–1046.2989207010.1038/s41591-018-0052-4

[17] Vangapandu HV , Alston B , Morse J , Ayres ML , Wierda WG , Keating MJ , Marszalek JR & Gandhi V (2018) Biological and metabolic effects of IACS‐010759, an OxPhos inhibitor, on chronic lymphocytic leukemia cells. Oncotarget 9, 24980–24991.2986184710.18632/oncotarget.25166PMC5982765

[18] Zhang L , Yao Y , Zhang S , Liu Y , Guo H , Ahmed M , Bell T , Zhang H , Han G , Lorence E *et al*. (2019) Metabolic reprogramming toward oxidative phosphorylation identifies a therapeutic target for mantle cell lymphoma. Sci Transl Med 11, eaau1167.3106844010.1126/scitranslmed.aau1167

[19] Deribe YL , Sun Y , Terranova C , Khan F , Martinez‐Ledesma J , Gay J , Gao G , Mullinax RA , Khor T , Feng N *et al*. (2018) Mutations in the SWI/SNF complex induce a targetable dependence on oxidative phosphorylation in lung cancer. Nat Med 24, 1047–1057.2989206110.1038/s41591-018-0019-5PMC6650267

[20] Ravà M , D'Andrea A , Nicoli P , Gritti I , Donati G , Doni M , Giorgio M , Olivero D & Amati B (2018) Therapeutic synergy between tigecycline and venetoclax in a preclinical model of MYC/BCL2 double‐hit B cell lymphoma. Sci Transl Med 10, eaan8723.2938636010.1126/scitranslmed.aan8723

[21] Adams CM , Clark‐Garvey S , Porcu P & Eischen CM (2018) Targeting the Bcl‐2 family in B cell lymphoma. Front Oncol 8, 636.3067138310.3389/fonc.2018.00636PMC6331425

[22] Lenz G , Wright GW , Emre NC , Kohlhammer H , Dave SS , Davis RE , Carty S , Lam LT , Shaffer AL , Xiao W *et al*. (2008) Molecular subtypes of diffuse large B‐cell lymphoma arise by distinct genetic pathways. Proc Natl Acad Sci USA 105, 13520–13525.1876579510.1073/pnas.0804295105PMC2533222

[23] Sha C , Barrans S , Cucco F , Bentley MA , Care MA , Cummin T , Kennedy H , Thompson JS , Uddin R , Worrillow L *et al*. (2019) Molecular high‐grade B‐cell lymphoma: defining a poor‐risk group that requires different approaches to therapy. J Clin Oncol 37, 202–212.3052371910.1200/JCO.18.01314PMC6338391

[24] Ennishi D , Jiang A , Boyle M , Collinge B , Grande BM , Ben‐Neriah S , Rushton C , Tang J , Thomas N , Slack GW *et al*. (2019) Double‐hit gene expression signature defines a distinct subgroup of germinal center B‐cell‐like diffuse large B‐cell lymphoma. J Clin Oncol 37, 190–201.3052371610.1200/JCO.18.01583PMC6804880

[25] Palacios R & Steinmetz M (1985) Il‐3‐dependent mouse clones that express B‐220 surface antigen, contain Ig genes in germ‐line configuration, and generate B lymphocytes in vivo. Cell 41, 727–734.392440910.1016/s0092-8674(85)80053-2

[26] Mckearn JP , Mccubrey J & Fagg B (1985) Enrichment of hematopoietic precursor cells and cloning of multipotential lymphocyte‐B precursors. Proc Natl Acad Sci USA 82, 7414–7418.393300710.1073/pnas.82.21.7414PMC391355

[27] Johnson‐Farley N , Veliz J , Bhagavathi S & Bertino JR (2015) ABT‐199, a BH3 mimetic that specifically targets Bcl‐2, enhances the antitumor activity of chemotherapy, bortezomib and JQ1 in “double hit” lymphoma cells. Leuk Lymphoma 56, 2146–2152.2537350810.3109/10428194.2014.981172

[28] Stolz C , Hess G , Hahnel PS , Grabellus F , Hoffarth S , Schmid KW & Schuler M (2008) Targeting Bcl‐2 family proteins modulates the sensitivity of B‐cell lymphoma to rituximab‐induced apoptosis. Blood 112, 3312–3321.1868954310.1182/blood-2007-11-124487

[29] Klanova M , Andera L , Brazina J , Svadlenka J , Benesova S , Soukup J , Prukova D , Vejmelkova D , Jaksa R , Helman K *et al*. (2016) Targeting of BCL2 family proteins with ABT‐199 and homoharringtonine reveals BCL2‐ and MCL1‐dependent subgroups of diffuse large B‐cell lymphoma. Clin Cancer Res 22, 1138–1149.2646738410.1158/1078-0432.CCR-15-1191

[30] Townsend EC , Murakami MA , Christodoulou A , Christie AL , Koster J , DeSouza TA , Morgan EA , Kallgren SP , Liu H , Wu SC *et al*. (2016) The public repository of xenografts enables discovery and randomized phase II‐like trials in mice. Cancer Cell 29, 574–586.2707070410.1016/j.ccell.2016.03.008PMC5177991

[31] Littlewood TD , Hancock DC , Danielian PS , Parker MG & Evan GI (1995) A modified oestrogen receptor ligand‐binding domain as an improved switch for the regulation of heterologous proteins. Nucleic Acids Res 23, 1686–1690.778417210.1093/nar/23.10.1686PMC306922

[32] Morgenstern JP & Land H (1990) Advanced mammalian gene transfer: high titre retroviral vectors with multiple drug selection markers and a complementary helper‐free packaging cell line. Nucleic Acids Res 18, 3587–3596.219416510.1093/nar/18.12.3587PMC331014

[33] Koss B , Ryan J , Budhraja A , Szarama K , Yang X , Bathina M , Cardone MH , Nikolovska‐Coleska Z , Letai A & Opferman JT (2016) Defining specificity and on‐target activity of BH3‐mimetics using engineered B‐ALL cell lines. Oncotarget 7, 11500–11511.2686285310.18632/oncotarget.7204PMC4905489

[34] Souers AJ , Leverson JD , Boghaert ER , Ackler SL , Catron ND , Chen J , Dayton BD , Ding H , Enschede SH , Fairbrother WJ *et al*. (2013) ABT‐199, a potent and selective BCL‐2 inhibitor, achieves antitumor activity while sparing platelets. Nat Med 19, 202–208.2329163010.1038/nm.3048

[35] Kotschy A , Szlavik Z , Murray J , Davidson J , Maragno AL , Le Toumelin‐Braizat G , Chanrion M , Kelly GL , Gong JN , Moujalled DM *et al*. (2016) The MCL1 inhibitor S63845 is tolerable and effective in diverse cancer models. Nature 538, 477–482.2776011110.1038/nature19830

[36] Donati G , Peddigari S , Mercer CA & Thomas G (2013) 5S ribosomal RNA is an essential component of a nascent ribosomal precursor complex that regulates the Hdm2‐p53 checkpoint. Cell Rep 4, 87–98.2383103110.1016/j.celrep.2013.05.045PMC3928573

[37] Sanchez‐Arevalo Lobo VJ , Doni M , Verrecchia A , Sanulli S , Faga G , Piontini A , Bianchi M , Conacci‐Sorrell M , Mazzarol G , Peg V *et al*. (2013) Dual regulation of Myc by Abl. Oncogene 32, 5261–5271.2331843410.1038/onc.2012.621PMC3914638

[38] Campos CB , Paim BA , Cosso RG , Castilho RF , Rottenberg H & Vercesi AE (2006) Method for monitoring of mitochondrial cytochrome *c* release during cell death: immunodetection of cytochrome *c* by flow cytometry after selective permeabilization of the plasma membrane. Cytometry A 69, 515–523.1668067810.1002/cyto.a.20273

[39] Tesi A , de Pretis S , Furlan M , Filipuzzi M , Morelli MJ , Andronache A , Doni M , Verrecchia A , Pelizzola M , Amati B *et al*. (2019) An early Myc‐dependent transcriptional program orchestrates cell growth during B‐cell activation. EMBO Rep 20, e47987.3133460210.15252/embr.201947987PMC6726900

[40] Love MI , Huber W & Anders S (2014) Moderated estimation of fold change and dispersion for RNA‐seq data with DESeq2. Genome Biol 15, 550.2551628110.1186/s13059-014-0550-8PMC4302049

[41] Subramanian A , Tamayo P , Mootha VK , Mukherjee S , Ebert BL , Gillette MA , Paulovich A , Pomeroy SL , Golub TR , Lander ES *et al*. (2005) Gene set enrichment analysis: a knowledge‐based approach for interpreting genome‐wide expression profiles. Proc Natl Acad Sci USA 102, 15545–15550.1619951710.1073/pnas.0506580102PMC1239896

[42] Liberzon A , Birger C , Thorvaldsdottir H , Ghandi M , Mesirov JP & Tamayo P (2015) The Molecular Signatures Database (MSigDB) hallmark gene set collection. Cell Syst 1, 417–425.2677102110.1016/j.cels.2015.12.004PMC4707969

[43] Ran FA , Hsu PD , Wright J , Agarwala V , Scott DA & Zhang F (2013) Genome engineering using the CRISPR‐Cas9 system. Nat Protoc 8, 2281–2308.2415754810.1038/nprot.2013.143PMC3969860

[44] Ianevski A , He L , Aittokallio T & Tang J (2017) SynergyFinder: a web application for analyzing drug combination dose‐response matrix data. Bioinformatics 33, 2413–2415.2837933910.1093/bioinformatics/btx162PMC5554616

[45] Sabò A , Kress TR , Pelizzola M , de Pretis S , Gorski MM , Tesi A , Morelli MJ , Bora P , Doni M , Verrecchia A *et al*. (2014) Selective transcriptional regulation by Myc in cellular growth control and lymphomagenesis. Nature 511, 488–492.2504302810.1038/nature13537PMC4110711

[46] Schleich K , Kase J , Dorr JR , Trescher S , Bhattacharya A , Yu Y , Wailes EM , Fan DNY , Lohneis P , Milanovic M *et al*. (2020) H3K9me3‐mediated epigenetic regulation of senescence in mice predicts outcome of lymphoma patients. Nat Commun 11, 3651.3268667610.1038/s41467-020-17467-zPMC7371731

[47] Evan GI , Wyllie AH , Gilbert CS , Littlewood TD , Land H , Brooks M , Waters CM , Penn LZ & Hancock DC (1992) Induction of apoptosis in fibroblasts by c‐myc protein. Cell 69, 119–128.155523610.1016/0092-8674(92)90123-t

[48] Seo BB , Kitajima‐Ihara T , Chan EKL , Scheffler IE , Matsuno‐Yagi A & Yagi T (1998) Molecular remedy of complex I defects: rotenone‐insensitive internal NADH‐quinone oxidoreductase of *Saccharomyces cerevisiae* mitochondria restores the NADH oxidase activity of complex I‐deficient mammalian cells. Proc Natl Acad Sci USA 95, 9167–9171.968905210.1073/pnas.95.16.9167PMC21310

[49] Naguib A , Mathew G , Reczek CR , Watrud K , Ambrico A , Herzka T , Salas IC , Lee MF , El‐Amine N , Zheng W *et al*. (2018) Mitochondrial complex I inhibitors expose a vulnerability for selective killing of Pten‐null cells. Cell Rep 23, 58–67.2961767310.1016/j.celrep.2018.03.032PMC6003704

[50] Birsoy K , Wang T , Chen WW , Freinkman E , Abu‐Remaileh M & Sabatini DM (2015) An essential role of the mitochondrial electron transport chain in cell proliferation is to enable aspartate synthesis. Cell 162, 540–551.2623222410.1016/j.cell.2015.07.016PMC4522279

[51] Sullivan LB , Gui DY , Hosios AM , Bush LN , Freinkman E & Vander Heiden MG (2015) Supporting aspartate biosynthesis is an essential function of respiration in proliferating cells. Cell 162, 552–563.2623222510.1016/j.cell.2015.07.017PMC4522278

[52] Sullivan LB , Luengo A , Danai LV , Bush LN , Diehl FF , Hosios AM , Lau AN , Elmiligy S , Malstrom S , Lewis CA *et al*. (2018) Aspartate is an endogenous metabolic limitation for tumour growth. Nat Cell Biol 20, 782–788.2994193110.1038/s41556-018-0125-0PMC6051729

[53] Kroemer G & Martin SJ (2005) Caspase‐independent cell death. Nat Med 11, 725–730.1601536510.1038/nm1263

[54] Tait SW & Green DR (2013) Mitochondrial regulation of cell death. Cold Spring Harb Perspect Biol 5, a008706.2400320710.1101/cshperspect.a008706PMC3753705

[55] Czabotar PE , Lessene G , Strasser A & Adams JM (2014) Control of apoptosis by the BCL‐2 protein family: implications for physiology and therapy. Nat Rev Mol Cell Biol 15, 49–63.2435598910.1038/nrm3722

[56] Kalkavan H & Green DR (2018) MOMP, cell suicide as a BCL‐2 family business. Cell Death Differ 25, 46–55.2905314310.1038/cdd.2017.179PMC5729535

[57] Luna‐Vargas MPA & Chipuk JE (2016) Physiological and pharmacological control of BAK, BAX, and beyond. Trends Cell Biol 26, 906–917.2749884610.1016/j.tcb.2016.07.002PMC5118054

[58] Campone M , Noel B , Couriaud C , Grau M , Guillemin Y , Gautier F , Gouraud W , Charbonnel C , Campion L , Jezequel P *et al*. (2011) c‐Myc dependent expression of pro‐apoptotic Bim renders HER2‐overexpressing breast cancer cells dependent on anti‐apoptotic Mcl‐1. Mol Cancer 10, 110.2189972810.1186/1476-4598-10-110PMC3175201

[59] Muthalagu N , Junttila MR , Wiese KE , Wolf E , Morton J , Bauer B , Evan GI , Eilers M & Murphy DJ (2014) BIM is the primary mediator of MYC‐induced apoptosis in multiple solid tissues. Cell Rep 8, 1347–1353.2517665210.1016/j.celrep.2014.07.057PMC4231288

[60] Mitchell KO , Ricci MS , Miyashita T , Dicker DT , Jin Z , Reed JC & El‐Deiry WS (2000) Bax is a transcriptional target and mediator of c‐myc‐induced apoptosis. Cancer Res 60, 6318–6325.11103792

[61] Eischen CM , Woo D , Roussel MF & Cleveland JL (2001) Apoptosis triggered by Myc‐induced suppression of Bcl‐X(L) or Bcl‐2 is bypassed during lymphomagenesis. Mol Cell Biol 21, 5063–5070.1143866210.1128/MCB.21.15.5063-5070.2001PMC87232

[62] Maclean KH , Keller UB , Rodriguez‐Galindo C , Nilsson JA & Cleveland JL (2003) c‐Myc augments gamma irradiation‐induced apoptosis by suppressing Bcl‐XL. Mol Cell Biol 23, 7256–7270.1451729510.1128/MCB.23.20.7256-7270.2003PMC230315

[63] Juin P , Hueber AO , Littlewood T & Evan G (1999) c‐Myc‐induced sensitization to apoptosis is mediated through cytochrome *c* release. Genes Dev 13, 1367–1381.1036415510.1101/gad.13.11.1367PMC316765

[64] Labisso WL , Wirth M , Stojanovic N , Stauber RH , Schnieke A , Schmid RM , Kramer OH , Saur D & Schneider G (2012) MYC directs transcription of MCL1 and eIF4E genes to control sensitivity of gastric cancer cells toward HDAC inhibitors. Cell Cycle 11, 1593–1602.2245633510.4161/cc.20008

[65] Elgendy M , Ciro M , Hosseini A , Weiszmann J , Mazzarella L , Ferrari E , Cazzoli R , Curigliano G , DeCensi A , Bonanni B *et al*. (2019) Combination of hypoglycemia and metformin impairs tumor metabolic plasticity and growth by modulating the PP2A‐GSK3beta‐MCL‐1 axis. Cancer Cell 35, 798–815 e5.3103101610.1016/j.ccell.2019.03.007

[66] Lagadinou ED , Sach A , Callahan K , Rossi RM , Neering SJ , Minhajuddin M , Ashton JM , Pei S , Grose V , O'Dwyer KM *et al*. (2013) BCL‐2 inhibition targets oxidative phosphorylation and selectively eradicates quiescent human leukemia stem cells. Cell Stem Cell 12, 329–341.2333314910.1016/j.stem.2012.12.013PMC3595363

[67] Sharon D , Cathelin S , Mirali S , Di Trani JM , Yanofsky DJ , Keon KA , Rubinstein JL , Schimmer AD , Ketela T & Chan SM (2019) Inhibition of mitochondrial translation overcomes venetoclax resistance in AML through activation of the integrated stress response. Sci Transl Med 11, eaax2863.3166640010.1126/scitranslmed.aax2863

[68] Pakos‐Zebrucka K , Koryga I , Mnich K , Ljujic M , Samali A & Gorman AM (2016) The integrated stress response. EMBO Rep 17, 1374–1395.2762904110.15252/embr.201642195PMC5048378

[69] McPherson R & Gauthier A (2004) Molecular regulation of SREBP function: the Insig‐SCAP connection and isoform‐specific modulation of lipid synthesis. Biochem Cell Biol 82, 201–211.1505233810.1139/o03-090

[70] Klaus S , Casteilla L , Bouillaud F & Ricquier D (1991) The uncoupling protein UCP: a membraneous mitochondrial ion carrier exclusively expressed in brown adipose tissue. Int J Biochem 23, 791–801.177388310.1016/0020-711x(91)90062-r

[71] Puthalakath H , O'Reilly LA , Gunn P , Lee L , Kelly PN , Huntington ND , Hughes PD , Michalak EM , McKimm‐Breschkin J , Motoyama N *et al*. (2007) ER stress triggers apoptosis by activating BH3‐only protein Bim. Cell 129, 1337–1349.1760472210.1016/j.cell.2007.04.027

[72] Galehdar Z , Swan P , Fuerth B , Callaghan SM , Park DS & Cregan SP (2010) Neuronal apoptosis induced by endoplasmic reticulum stress is regulated by ATF4‐CHOP‐mediated induction of the Bcl‐2 homology 3‐only member PUMA. J Neurosci 30, 16938–16948.2115996410.1523/JNEUROSCI.1598-10.2010PMC6634926

[73] Ghosh AP , Klocke BJ , Ballestas ME & Roth KA (2012) CHOP potentially co‐operates with FOXO3a in neuronal cells to regulate PUMA and BIM expression in response to ER stress. PLoS One 7, e39586.2276183210.1371/journal.pone.0039586PMC3386252

[74] Pike LR , Phadwal K , Simon AK & Harris AL (2012) ATF4 orchestrates a program of BH3‐only protein expression in severe hypoxia. Mol Biol Rep 39, 10811–10822.2309047810.1007/s11033-012-1975-3

[75] Wali JA , Rondas D , McKenzie MD , Zhao Y , Elkerbout L , Fynch S , Gurzov EN , Akira S , Mathieu C , Kay TW *et al*. (2014) The proapoptotic BH3‐only proteins Bim and Puma are downstream of endoplasmic reticulum and mitochondrial oxidative stress in pancreatic islets in response to glucotoxicity. Cell Death Dis 5, e1124.2462598310.1038/cddis.2014.88PMC3973197

[76] Albert AE , Adua SJ , Cai WL , Arnal‐Estape A , Cline GW , Liu Z , Zhao M , Cao PD , Mariappan M & Nguyen DX (2019) Adaptive protein translation by the integrated stress response maintains the proliferative and migratory capacity of lung adenocarcinoma cells. Mol Cancer Res 17, 2343–2355.3155125510.1158/1541-7786.MCR-19-0245PMC6938689

[77] Sidrauski C , McGeachy AM , Ingolia NT & Walter P (2015) The small molecule ISRIB reverses the effects of eIF2alpha phosphorylation on translation and stress granule assembly. eLife 4, e05033.10.7554/eLife.05033PMC434146625719440

[78] McCullough KD , Martindale JL , Klotz LO , Aw TY & Holbrook NJ (2001) Gadd153 sensitizes cells to endoplasmic reticulum stress by down‐regulating Bcl2 and perturbing the cellular redox state. Mol Cell Biol 21, 1249–1259.1115831110.1128/MCB.21.4.1249-1259.2001PMC99578

[79] Singh K , Lin J , Zhong Y , Burcul A , Mohan P , Jiang M , Sun L , Yong‐Gonzalez V , Viale A , Cross JR *et al*. (2019) c‐MYC regulates mRNA translation efficiency and start‐site selection in lymphoma. J Exp Med 216, 1509–1524.3114258710.1084/jem.20181726PMC6605752

[80] Bissonnette RP , Echeverri F , Mahboubi A & Green DR (1992) Apoptotic cell death induced by c‐myc is inhibited by bcl‐2. Nature 359, 552–554.140697510.1038/359552a0

[81] Fanidi A , Harrington EA & Evan GI (1992) Cooperative interaction between c‐myc and bcl‐2 proto‐oncogenes. Nature 359, 554–556.140697610.1038/359554a0

[82] Marsden VS & Strasser A (2003) Control of apoptosis in the immune system: Bcl‐2, BH3‐only proteins and more. Annu Rev Immunol 21, 71–105.1241472110.1146/annurev.immunol.21.120601.141029

[83] Liu F , Kalpage HA , Wang D , Edwards H , Huttemann M , Ma J , Su Y , Carter J , Li X , Polin L *et al*. (2020) Cotargeting of mitochondrial complex I and Bcl‐2 shows antileukemic activity against acute myeloid leukemia cells reliant on oxidative phosphorylation. Cancers (Basel) 12, 2400.10.3390/cancers12092400PMC756414532847115

[84] Roberts AW , Seymour JF , Brown JR , Wierda WG , Kipps TJ , Khaw SL , Carney DA , He SZ , Huang DC , Xiong H *et al*. (2012) Substantial susceptibility of chronic lymphocytic leukemia to BCL2 inhibition: results of a phase I study of navitoclax in patients with relapsed or refractory disease. J Clin Oncol 30, 488–496.2218437810.1200/JCO.2011.34.7898PMC4979082

[85] Wilson WH , O'Connor OA , Czuczman MS , LaCasce AS , Gerecitano JF , Leonard JP , Tulpule A , Dunleavy K , Xiong H , Chiu YL *et al*. (2010) Navitoclax, a targeted high‐affinity inhibitor of BCL‐2, in lymphoid malignancies: a phase 1 dose‐escalation study of safety, pharmacokinetics, pharmacodynamics, and antitumour activity. Lancet Oncol 11, 1149–1159.2109408910.1016/S1470-2045(10)70261-8PMC3025495

[86] Bajpai R , Sharma A , Achreja A , Edgar CL , Wei C , Siddiqa AA , Gupta VA , Matulis SM , McBrayer SK , Mittal A *et al*. (2020) Electron transport chain activity is a predictor and target for venetoclax sensitivity in multiple myeloma. Nat Commun 11, 1228.3214427210.1038/s41467-020-15051-zPMC7060223

[87] Shi Y , Lim SK , Liang Q , Iyer SV , Wang HY , Wang Z , Xie X , Sun D , Chen YJ , Tabar V *et al*. (2019) Gboxin is an oxidative phosphorylation inhibitor that targets glioblastoma. Nature 567, 341–346.3084265410.1038/s41586-019-0993-xPMC6655586

[88] Tameire F , Verginadis II , Leli NM , Polte C , Conn CS , Ojha R , Salas Salinas C , Chinga F , Monroy AM , Fu W *et al*. (2019) ATF4 couples MYC‐dependent translational activity to bioenergetic demands during tumour progression. Nat Cell Biol 21, 889–899.3126326410.1038/s41556-019-0347-9PMC6608727

# Supplementary material for: Targeting mitochondrial respiration and the BCL2 family in high‐grade MYC‐associated B‐cell lymphoma
**Source:** Mol Oncol. 2021 Nov 11;16(5):1132–52. doi: 10.1002/1878-0261.13115
**Supplement:** Supplementary file 1 — Fig. S1. Variable association of the MYC‐V1 and OxPhos gene signatures with patient survival in DLBCL. Fig. S2. MycER expression and activation in the B‐lymphoid cell lines FL5.12 and Ba/F3. Fig. S3. Effects of MycER activation, IACS‐010759 and other pharmacogenetic interactions in B cells. Fig. S4. Effects of MycER activation, IACS‐010759 and other pharmacogenetic interactions in B cells. Fig. S5. Effects of IACS‐010759 and BH3‐mimetics on human lymphoma cells. Fig. S6. Whole body imaging of PDX‐engrafted mice treated with IACS‐010759 and/or venetoclax. Table S1. MYC‐ and OxPhos‐associated gene signatures are correlated in DLBCL. Table S2. Genes shared among the MYC‐ and OxPhos‐related signatures. Table S3. Antibodies used for immunoblot analysis. Table S4. Primers for mRNA quantification by qPCR. Table S5. Genomic targets of the sgRNAs used for CRISPR‐Cas9 gene knockout. Table S6. Primers for PCR analysis of CRISPR‐Cas9 knockout clones.

*Supplementary Materials for:*

Targeting mitochondrial respiration and the BCL2 family in high-grade
MYC-associated B-cell lymphoma

Giulio Donati, Micol Ravà, Marco Filipuzzi, Paola Nicoli, Laura Cassina, Alessandro Verrecchia, Mirko Doni, Simona Rodighiero, Federica Parodi, Alessandra Boletta, Christopher P. Vellano, Joseph R. Marszalek, Giulio F. Draetta and Bruno Amati

**Fig. S1. Variable association of the MYC-V1 and OxPhos gene signatures with patient survival in DLBCL.** Kaplan-Meier survival curves for R-CHOP treated DLBCL patients from the indicated cohorts [3-5, 22-24] stratified according to the expression of genes in **(A)** Hallmark MYC-V1 or **(B)** OxPhos gene sets. The plots compare the survival of patients grouped in the top (HIGH) and bottom (LOW) tertiles, with the numbers of patients in each group given in parenthesis. For the study of Lenz et al. [22], only R-CHOP-treated patients were analyzed, excluding different treatments; in Sha et al. [23] (REMoDL-B trial), about 50% of the patients were treated with bortezomib in addition to R-CHOP, and were included in our analyses.

**Fig. S2. MycER expression and activation in the B-lymphoid cell lines FL5.12 and Ba/F3.** Following transduction with a MycER-expressing retrovirus and selection of resistant cell pools (FL^MycER^ and BaF^MycER^), the constitutively expressed MycER chimera was activated by treatment with OHT (100 nM, 48h). (**A**) Cell cycle kinetics: cells were pulse-labeled with BrdU (33 µM, 20 minutes), chased in BrdU-free medium and harvested at the indicated time points. The profiles of OHT-treated and untreated cells (red and black dots, respectively) are overlaid, revealing undistinguishable progression kinetics. (**B**) Percentage of live cells following 48h OHT treatment. Error bars: SD (n=3). (**C**) RT-PCR quantification of endogenous *MYC* and known MYC-induced mRNAs, normalized to *Tbp*. (**D**) Immunoblot analysis with a MYC-specific antibody, detecting both endogenous mouse MYC and exogenous MycER, as indicated. Vinculin was used as loading control. (**E**) Volcano plot showing fold change (FC, Log2 value) against q-value (–log10) for each mRNA in OHT-treated (100 nM, 72h) vs. untreated FL^MycER^ cells. The threshold of statistical significance for calling Differentially Expressed Genes (DEGs; q value < 0.05) is identified by the dotted line. (**F**) 10 most significantly enriched upstream regulators identified from OHT-responsive DEGs. Note that in this analysis the ISR regulator EIF2AK3 was listed further down in 29^th^ position and with a z-score of 0.056, indicating that MycER activation alone did not significantly induce this pathway in FL^MycER^ cells. (**G**) Mitochondrial stress test profiles on parental FL5.12 cells do not show the OHT-induced increases in basal respiration and mitochondrial ATP production seen in FL^MycER^ cells (Fig. 2B). Unexpectedly, here OHT-treated cells showed a moderate decrease in maximal respiratory activity relative to untreated controls (p < 0.0001): this might be due either to an unforeseen off-target effect of OHT, or to variability between parallel cultures in this experiment.

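By size of change among the DEGs whose 3 OHT and 3 untreated libraries did not overlap, the largest rises were those of Gpx6, Fig4 and Smpdl3b. Gpx6 had at most 1 read in the untreated libraries and an RPKM of 5.08 ± 0.418 with OHT (SD, n = 3), at least 29.2-fold higher than the floor of 3 reads. Fig4 rose from 0.882 ± 0.15 to 8.47 ± 0.444 RPKM (SD, n = 3), by 3.12 on the log2 scale (standard error 0.12, limma, Benjamini-Hochberg adjusted p = 1.5e-09). Smpdl3b rose from 1.28 ± 0.0904 to 8.8 ± 0.591 RPKM (SD, n = 3), by 2.67 (standard error 0.14, limma, Benjamini-Hochberg adjusted p = 2.3e-08). The largest falls were those of the microRNA genes Mir219a-1, Mirlet7i and Mir302d, which had at most 3 reads in every library, and no fold is given for them.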

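Single genes of the ISR went both ways with OHT. Eif2ak3 had a log2 fold change of 0.04 (standard error 0.11, limma, Benjamini-Hochberg adjusted p = 0.81), which became -0.03 without untreated replicate 1 and also without OHT replicate 3. Atf4 had one of 0.22 (standard error 0.09, limma, Benjamini-Hochberg adjusted p = 0.06), with adjusted p from 0.00024 to 0.19 under the alternatives, and the authors' deposited table gives it an adjusted p of 0.024. Ddit3 rose by 0.22 (standard error 0.07, limma, Benjamini-Hochberg adjusted p = 0.019), a call that was lost when only the compared groups were fitted (0.059) and without untreated replicate 3 (0.072), in a range of 0.0059 to 0.072. Without OHT replicate 2 its log2 fold change was 0.13. The authors' deposited table gives Ddit3 an adjusted p of 0.37. Trib3 rose by 0.68 (standard error 0.1, limma, Benjamini-Hochberg adjusted p = 0.00024), whereas Pck2 fell by 0.53 (standard error 0.04, limma, Benjamini-Hochberg adjusted p = 1.8e-06), and for both the OHT and untreated libraries did not overlap.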

**Fig. S3. Effects of MycER activation, IACS-010759 and other pharmacogenetic interactions in B-cells.** (**A**) Percentage of live cells and Proliferation index in parental FL5.12 cells: to be compared with the data on FL^MycER^ cells in Fig. 2C-D. (**B**) Percentage of live cells (left) and Proliferation index (right; as defined in Fig. 2D) following the indicated treatments in Ndi1-expressing FL^MycER^ cells. (**C**) Percentage of live FL^MycER^ and BaF^MycER^ cells following sequential treatment with OHT (100 nM, 48h) and rotenone (48h) at the indicated concentrations. (**D**) As in (C), following sequential treatment with OHT and IACS-010759 (135 nM, 48h) at the indicated glucose concentrations. (**E**) Percentage of live cells and Proliferation index in FL^MycER^ and BaF^MycER^ cells treated with OHT and IACS-010759 (135 nM) for 48h in standard growth medium, or medium supplemented with either aspartate (Asp; 10 mM), or a combination (A/H/U) of adenine (150 µM), hypoxantine (150 µM), and uridine (400 µM). Error bars in A-D: SD (n=3). (**F**) RNA-seq profiling of the response to IACS-010759 (135 nM, 24 hours), either with (Y-axis) or without (X-axis) pre-treatment with OHT (100 nM, 48h). Black dots mark transcripts called as DEGs (q value < 0.05) in only one condition, and red dots those called in both. (**G**) Variation of known ISR-regulated mRNAs upon IACS-010759 treatment in cells grown with or without OHT from the RNA-seq data.

**Fig. S4. IACS-010759 kills FL^MycER^ cells by apoptosis.** FL^MycER^ cells were primed with OHT and treated with IACS-010759 (135 nM, 48h, unless otherwise indicated). (**A**) DAPI and TRITC-Agglutinin staining. In the IACS-010759-treated sample, note the presence of nuclei with condensed and fragmented chromatin, or faintly stained due to DNA loss. Scale bars: 10 µm. (**B**) Immunoblot analysis showing the cleaved (c-PARP) and uncleaved forms of PARP. Vinculin was used as loading control. (**C**) Caspase 3/7 activity in FL^MycER^ cells treated with OHT, IACS-010759 and/or 20 µM Z-VAD-FMK (48h) as indicated. (**D**) Representative images of DAPI and cytochrome c staining (left) and relative quantification of the cytochrome c cellular area (right). *P < 0.0001 (Student’s t test). Scale bars: 10 µm. **(E**) Z-VAD-FMK does not prevent killing of FL^MycER^ cells by IACS-010759 and venetoclax in the absence of OHT. **(F, G**) Mitochondrial stress test profiles of control and BCL2-overexpressing FL^MycER^ cells, primed with OHT and treated with IACS-010759 (135 nM) and/or venetoclax (100 nM) for 24 hours, as indicated. (**H**) Percentage of live Bax/Bak knockout FL^MycER^ cells following treatment with IACS-010759 (135 nM) and/or venetoclax (100 nM), as indicated. Error bars: SD (n=3).

**Fig. S5. Effects of IACS-010759 and BH3-mimetics on human lymphoma cells.** (**A**) Percentage of live cells after treatment (24h) of the human DHL cell lines Karpas 422 and SU-DHL-4 with IACS-010759 (135 nM) and/or venetoclax (VTX, 100 nM), as indicated. *P < 0.0001. (**B**) Immunoblot analysis of total, phosphorylated (P-) eIF2a and ATF4 in the indicated DHL cell lines, treated with IACS-010759 (135 nM) for 24 hours. Vinculin was used as loading control. DOHH-2 lysates are from a different experiment, generated during the revision of our manuscript. (**C**) Summary of the response of subcutaneous SU-DHL-6 tumors to treatment with IACS-010759 and/or venetoclax, as indicated, in two independent experiments. Detailed progression curves for experiment 1 are shown in Figure 5C. Partial and Complete Regression at day 19 (one week after the end of treatment) were defined as ≤50% and ≤10% of the starting tumor volume (day 0), respectively.

**Fig. S6. Whole body imaging of PDX-engrafted mice treated with IACS-010759 and/or venetoclax.** Whole body images (ventral view) of PDX-bearing mice at day 14 (referred to Fig. 5E).

**Table S1. MYC- and OxPhos-associated gene signatures are correlated in DLBCL.** Gene expression datasets from the DLBCL patient cohorts profiled in Chapuy et al. 2018 [4], Ennishi et al. 2019 [24], Lenz et al. 2008 [22], Reddy et al. 2017 [3], Schmitz et al. 2018 [5] and Sha et al. 2019 [23] were analyzed to define the pairwise correlations between each of the indicated MYC- and OxPhos-related gene expression signatures (Genes sets 1, 2), taken from the Hallmark collection (MYC-V1, MYC-V2 and Hallmark-OxPhos) and the CCC model (CCC-OxPhos). Within each cohort (indicated on the left), the rows represent each of the six pairwise comparisons (Gene set 1 and 2), ordered by decreasing Pearson correlation, with the indication of their statistical significance (p-value). Genes between shared between the compared signatures (Table S2) were excluded from the calculation of each correlation.

| **Gene set 1 (nr. of genes)** | **Gene set 2 (nr. of genes)** | **Nr. of overlapping genes** |
| --- | --- | --- |
| Hallmark-OxPhos (200) | MYC-V1 (200) | 11 |
| Hallmark-OxPhos (200) | MYC-V2 (58) | 1 |
| Hallmark-OxPhos (200) | CCC-OxPhos (56) | 18 |
| CCC-OxPhos (56) | MYC-V1 (200) | 3 |
| CCC-OxPhos (56) | MYC-V2 (58) | 0 |
| MYC-V1 (200) | MYC-V2 (58) | 18 |

**Table S2. Genes shared among the MYC- and OxPhos-related signatures**

| **Target protein** | **Source** | **Clone** | **Vendor** | **Cat #** |
| --- | --- | --- | --- | --- |
| Vinculin | mouse | hVIN-1 | Merck Life Science | V9131 |
| Myc | mouse | Y69 | Abcam | ab32072 |
| PARP | rabbit | polyclonal | Cell Signaling Technology | 9542 |
| BCL2 | rabbit | D17C4 | Cell Signaling Technology | 3498 |
| Bcl-XL | rabbit | E18 | Abcam | ab32370 |
| Bax | mouse | E63 | Merck Life Science | ab32503 |
| Bim | mouse | C34C5 | Cell Signaling Technology | 2933 |
| PUMA a/b | rabbit | polyclonal | Santa Cruz Biotechnologies | sc-28226 |
| Phospho-eIF2a (S51) | rabbit | D9G8 | Cell Signaling Technology | 3398 |
| eIF2a | rabbit | D7D3 | Cell Signaling Technology | 5324 |
| ATF4 | rabbit | D4B8 | Cell Signaling Technology | 11815 |
| CHOP | mouse | L63F7 | Cell Signaling Technology | 2895 |
| Pck2 | rabbit | polyclonal | Cell Signaling Technology | 6924 |
| Gpx1 | rabbit | polyclonal | Abcam | ab22604 |
| Mcl-1 | rabbit | polyclonal | Santa Cruz Biotechnologies | sc-819 |

**Table S3. Antibodies used for immunoblot analysis**

| **Target gene** | **NCBI gene ID** | **Forward primer sequence** | **Reverse primer sequence** |
| --- | --- | --- | --- |
| Tbp | 21374 | TCAAACCCAGAATTGTTCTCC | TTCAAATGCTTCATAAATCTCTGC |
| Myc | 17869 | TTTTTGTCTATTTGGGGACAGTG | CATCGTCGTGGCTGTCTG |
| St6Galnac4 | 20448 | TGGTCTACGGGATGGTCA | CTGCTCATGCAAACGGTACAT |
| Rrp9 | 27966 | TTCTAGCGGACGCGATAAAC | ACTTCTGCAACCTGCCTCTC |

**Table S4. Primers for mRNA quantification by qPCR**

| **Target gene** | **NCBI gene ID** | **sgRNA target sequence** | **Locus** |
| --- | --- | --- | --- |
| Ddit3 | 13198 | TCAGCTGCCATGACTGCACG | chr10:127295332-127295351 |
| Ddit3 | 13198 | CTGTCCTCAGATGAAATTGG | chr10:127295425-127295444 |
| Bax | 12028 | AGCGAGTGTCTCCGGCGAAT | chr7:45466013-45466032 |
| Bax | 12028 | AGTTTCATCCAGGATCGAGC | chr7:45466106-45466125 |
| Bak | 12018 | TCATCGCAGCCCACCTTCGG | chr17:27025810-27025829 |
| Bak | 12018 | CTGGTGTGCGCACATGCGCA | chr17:27025715-27025734 |

**Table S5. Genomic targets of the sgRNAs used for CRISPR-Cas9 gene knockout**

| **Target gene** | **NCBI gene ID** | **Forward primer sequence** | **Reverse primer sequence** | **Amplicon** |
| --- | --- | --- | --- | --- |
| Ddit3 | 13198 | CCCATGCCCTTACCTATCGT | AGGAGAGGCATACAAACCCC | chr10:127295211-127295680 |
| Bax | 12028 | AACATTCTGCTCCTCTCCCC | CAGAGCACCGCCTACTAGAA | chr7:45465728-45466162 |
| Bak | 12018 | AGGTCACACATCACTACCCG | AATGCCATTCCCTGTCCACA | chr17:27025495-27025949 |

**Table S6. Primers for PCR analysis of CRISPR-Cas9 knockout clones**

How the deposited data were processed for this re-analysis (not part of the article)

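The data were RNA-seq libraries of FL MycER cells, an established mouse cell line, in 4 conditions (untreated, OHT, IACS and OHT_IACS) with 3 replicates each, grouped as the sample labels give them. The authors removed ribosomal RNA, sequenced the libraries and deposited the RPKM of each gene and library, that is, the reads on the gene divided by its length and by a total of the library. The authors also deposited, for 3 comparisons, the log2 fold changes of DESeq2, and beside them the adjusted p-values of DESeq2. No column of values per library was left unused. Exon coordinates were taken from GENCODE vM21 (GRCm38).

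Since the deposited values were RPKM and not counts, they were compared with limma on log2(RPKM + 0.1). Reads per gene, gene lengths and library totals were worked out from the steps between the RPKM values. Of 21671 genes, 6220 were at 0 in every library. Library totals ran from 10376530 to 14550158 and reads on genes from 4198462 to 5760591. At this depth a floor of 3 reads was used, and a fold against a group at or under this floor is given as a lower bound. The chi-square per gene between replicates, beside a value of 1 for sampling noise, ran from 1.08 to 1.88 over the 12 pairs, so that the replicates differed by more than the depth alone gives.

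Libraries were scaled by their median ratio to the geometric mean per gene. Genes with an RPKM of at least 1 in at least 3 libraries were tested, 9745 in all. All 12 libraries entered a single fit with moderated variances and a mean-variance trend. The comparisons were OHT against untreated, IACS against untreated, OHT_IACS against OHT, OHT_IACS against IACS, and the interaction. Tests were two-sided, with Benjamini-Hochberg adjustment within each comparison and a threshold of 0.05.

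There were 14 lists of genes, written by hand. They held MYC-V1, MYC-V2, OxPhos, ATF4 target genes, the same without aminoacyl-tRNA synthetase genes and Xpot, ATF6-XBP1 target genes, sterol biosynthesis, other SREBP targets, glycolysis, the BCL2 family, p53 targets, nuclear complex I subunits, the mitochondrial ribosome and subunits encoded by mitochondrial DNA. For the last of these no member could be tested. The other 13 were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 65 tests in 5 comparisons. Versions were R 4.3.3, limma 3.58.1, fgsea 1.28.0, python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

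The genes named in the text were chosen by a rule. They are the 27 genes listed by name beforehand (those the paper names for the RNA-seq data, the BCL2 family and the ISR), and the 3 largest rises and 3 largest falls in each of 3 comparisons among DEGs whose groups did not overlap. They further include the 3 members of the ATF4 and sterol lists with the largest changes in each response to IACS-010759, and the 3 smallest adjusted p-values of the interaction. Any other gene is named as chosen after its values were seen, or as a member of a count of DEGs.

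The procedure was tested on simulated data of 9745 genes and the same design. The simulated noise was independent between genes and held no effect of depth. The list results below therefore do not cover lists of genes that vary together. Of 200 genes changed by 1 on the log2 scale, 193 (96.5%) were called, as were 9 of 9545 unchanged genes. None of 100 lists of 50 genes without a shift was called, a list shifted by 0.15 had a median of 0.159, and 5 of 100 lists that only followed expression were reached by under 5% of lists matched on expression. In a separate simulation the totals of 12 of 12 libraries and every read count of 2975 of 2977 genes (99.9%) were recovered from RPKM.

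The alternatives were other pseudocounts, no filter and a stricter filter, RPKM as deposited, quantile normalization, the replicate number as a block, no mean-variance trend, weights per library, only the compared groups, the rotation test, an estimated correlation, preranked enrichment, shortened lists, and each library left out in turn. Chosen after seeing the data were the log2 library total as a covariate, genes under 0.3 reads per base, and limma voom on the recovered reads. The desktop GSEA tool, the Hallmark collection itself and the Ingenuity software were not used here. Whether reads of the MycER transgene count towards Myc was not tested.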

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

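Of the tests in this part, the fits with the library total as a covariate for the lists whose responses differed and for the mitochondrial ribosome, the tests of MYC-V1 genes under 0.3 reads per base and those of the other SREBP targets were chosen only after the result was seen.

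The response to IACS-010759 differed between OHT-primed and nonprimed cells in 14 genes by a test of the difference itself (limma interaction term, two-sided, Benjamini-Hochberg adjusted p under 0.05). The difference was 1.05 on the log2 scale for Gzmb, 1.04 for Hk3, 0.98 for Cfp and 1.86 for Rras. Of 100 splits of the 12 libraries, 3 gave as many genes, the real one included, and the highest of the others gave 442. The splits shuffled all the condition labels, so they do not test the interaction with the effects of OHT and IACS-010759 held in place. The median of the 14 genes was 0.12 reads per base and that of all tested genes 0.11. Levelling off is argued against for the 10 of them under 0.3 reads per base, where median slopes were 1.2 and 1.38. Other effects of depth are not excluded by this. Genes under 0.1 reads per base had medians of -0.118 and -0.069 in OHT replicates 1 and 3, and a low value there raises an interaction. Gene length is argued against too, since their median length of 2038 bases lay within the central 95% of random lists (1944 to 4848). With the library total as a covariate, 5 of the 14 genes kept the call (Gzmb, Hk3, Cfp, Tuba8 and Stab1, the last 2 named after their values were seen). The number of genes was 3 without OHT replicate 3 and 130 without OHT replicate 2, so that it rests on single libraries. For Rras, at most 3 reads in the IACS libraries limit the value, and its adjusted p ran from 0.0071 to 0.11 (limma, Benjamini-Hochberg) over the alternatives set beforehand and the fits that left out a library. For Gzmb, Hk3 and Cfp the highest adjusted p over the same alternatives and fits was 7e-04, 0.01 and 0.019. That MycER activation may change the response of these 3 genes to IACS-010759 is a hypothesis found and tested on the same data, and cells of another type as a source of these mRNAs were not tested.

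The response also differed by the interaction test in lists of genes. The median difference was -0.126 for MYC-V1 (camera, Benjamini-Hochberg adjusted p = 8.84e-10), -0.104 for MYC-V2 (0.00126), -0.067 for OxPhos (0.00341), -0.07 for ATF4 target genes (0.0288), -0.074 for the mitochondrial ribosome (0.00113) and -0.089 for ATF6-XBP1 target genes (0.00832), with 186 of 198, 46 of 58, 149 of 192, 35 of 44, 61 of 76 and 19 of 22 genes lower. None of the 6 held under the rotation test (limma fry, Benjamini-Hochberg adjusted p = 0.336, 0.189, 0.483, 0.165, 0.363 and 0.121). The interaction subtracts the rise with OHT, since it uses the same OHT and untreated libraries, so these differences mirror that rise by construction. With the library total as a covariate the medians were -0.011, -0.026, 0.01, -0.03, -0.023 and -0.043 (camera, Benjamini-Hochberg adjusted p = 0.375, 0.0941, 0.126, 0.149, 0.257 and 0.129). These values are consistent with the smaller totals of the OHT libraries as a source of the 6 differences, and a biological difference stays open, since the covariate may also remove effects of OHT that go with depth. Over the genes under 0.3 reads per base, where the median slopes of reads on library total were above those that levelling off gives, the difference was -0.089 for MYC-V1, with 29 of 36 genes lower (camera, Benjamini-Hochberg adjusted p = 0.00173), and was not called for the other 5 lists (adjusted p from 0.0505 to 0.607). For these 36 genes it was -0.05 with the covariate (camera, unadjusted p = 0.518), so that levelling off and a response cannot be told apart in them, the slopes speaking against the former and the loss of the call for it.

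The fall of the sterol biosynthesis genes with IACS-010759 was smaller in OHT-primed cells, with a median difference of 0.104 and 17 of 19 genes higher (camera, Benjamini-Hochberg adjusted p = 0.0033). This call held under the rotation test (0.0439) and not with an estimated correlation between genes (0.297). Depth is argued against, since the median was 0.103 with the library total as a covariate (camera, Benjamini-Hochberg adjusted p = 0.000942). A shift of all genes of this expression level and gene length are argued against too, since 0.1% of random lists matched on expression and 0.75% of those matched on length reached the median. A weaker suppression of these genes after MycER activation is a candidate explanation, as a hypothesis found on the same data. Reads shared with other genes were not tested. The other SREBP targets differed in the same direction, with a median of 0.11 and 9 of 13 genes higher (camera, Benjamini-Hochberg adjusted p = 0.0033), a call that held under the rotation test (0.0478) and not with an estimated correlation (0.297). Their median was 0.116 with the covariate (camera, Benjamini-Hochberg adjusted p = 7.1e-05), which argues against depth, and 0.02% of random lists matched on expression and 2.25% of those matched on length reached it, which argues against a shift of genes of that level and against gene length.

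The mitochondrial ribosome list, for which the paper's text gives no values from these RNA-seq data although it discusses mitochondrial translation, rose with OHT by a median of 0.153, with 66 of 76 genes higher and 33 DEGs higher and 0 lower (35 and 0 when adjusted over the list alone; camera, Benjamini-Hochberg adjusted p = 3.42e-07). The call held under the rotation test (0.0145) and not with an estimated correlation between genes (0.574). The medians in OHT replicates 1, 2 and 3 were 0.243, 0.062 and 0.154, against -0.023 to 0.033 in the untreated libraries. Random lists matched on expression reached the median in 0.01% of draws, and so did those matched on length (0.01%), which argues against a rise of all abundant genes and against gene length. With the library total as a covariate the median was 0.079 (camera, Benjamini-Hochberg adjusted p = 0.00305), and the dependence on depth in the other 9 libraries predicted -0.001 for it (from -0.019 to 0.077 leaving out a library). Depth therefore may account for part of the rise and is argued against as the whole cause. That MycER activation raises these genes is a hypothesis.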

How the results depend on the processing

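The fits with the library total as a covariate, the genes under 0.3 reads per base and limma voom on the recovered reads were chosen only after the data were seen. Where a value below changed and no cause is named, the cause was not tested.

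With each of the 12 libraries left out in turn, DEGs ran from 2650 to 4123 with OHT, from 951 (without untreated replicate 1; 998 without untreated replicate 2 and 1026 without IACS replicate 3) to 1809 (without OHT replicate 1) with IACS, from 1524 (without OHT_IACS replicate 3) to 2951 (without OHT replicate 2) for OHT_IACS against OHT, and from 1880 to 2840 for OHT_IACS against IACS. Genes with a different response ran from 3 (without OHT replicate 3) to 130 (without OHT replicate 2). The Pearson r of the responses ran from 0.457 to 0.524. The list medians with OHT ran from 0.12 to 0.258 for MYC-V1, from 0.14 to 0.209 for MYC-V2, from 0.076 to 0.215 for OxPhos and from 0.118 to 0.166 for ATF4 target genes, with the lowest of the first 3 without OHT replicate 1. The medians in the IACS-010759 responses ran from 0.314 to 0.386 and from 0.247 to 0.308 for ATF4 target genes, and from -0.461 to -0.419 and from -0.364 to -0.319 for sterol biosynthesis. None of the list calls was lost in these fits.

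The numbers of DEGs moved beyond 1.5 times with weights per library, to 5631 with OHT, 2734 with IACS, 4199 for OHT_IACS against OHT and 1066 genes with a different response. The estimation of these weights gave a convergence warning, with weights from 0.3 (OHT replicate 2) to 4.32 (OHT replicate 3). With the library total as a covariate there were 2351 DEGs with OHT. The 14 genes with a different response became 7 without a filter, 5 with RPKM as deposited, 34 with quantile normalization, 5 with the library total as a covariate and 36 with limma voom. With RPKM as deposited, 867 genes rose and 469 fell with IACS (64.9% higher), beside 794 and 754 (51.3% higher) after scaling. The median log2 fold change of all genes was at most 0.035 under any of the scalings.

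The Pearson r of 0.516 between the responses became 0.638 with a pseudocount of 1, 0.365 with one of 0.01, 0.374 without a filter, 0.696 over genes with an RPKM of at least 5, 0.384 with weights per library and 0.612 with limma voom. Low pseudocounts and no filter give weight to genes with few reads by construction.

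The calls of the ATF4 target and sterol biosynthesis lists in both IACS-010759 responses held under all alternatives run. The list calls with OHT did not. Under the rotation test, the adjusted p (limma fry, Benjamini-Hochberg) was 0.0549 for MYC-V1 (median 0.181) and 0.0809 for OxPhos (0.144). With an estimated correlation between genes (camera, Benjamini-Hochberg), it was 0.628 for MYC-V1, 0.507 for MYC-V2 (median 0.168), 0.632 for OxPhos and 0.362 for ATF4 target genes (median 0.135). With the library total as a covariate, the median was 0.01 for MYC-V1, and the OxPhos median reversed to -0.001 with 96 genes higher and 96 lower. Over genes under 0.3 reads per base, the ATF4 median with OHT was 0.133 and not called, with 17 genes left.

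The replicate numbers do not pair the samples, since the correlation of the deviations of libraries with the same number ran from -0.17 to 0.1 over 18 pairs (median -0.04, against 0.01 over 36 pairs with different numbers). With the replicate number as a block, DEGs were 3593 with OHT, 1486 with IACS, 2256 for OHT_IACS against OHT and 2532 for OHT_IACS against IACS, and 7 genes differed in their response.

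Of 78 results for single genes, 62 kept direction and call under the alternatives set beforehand and in the fits leaving out a library. Of 764 values under the former, 8 were weaker, 17 stronger and 2 reversed. Of 936 values leaving out a library, 13 were weaker, 5 stronger and 4 reversed. The log2 fold change of Bcl2l11 with OHT, -0.06, became 0.1 with quantile normalization and 0.03 with weights per library, and ran from -0.11 to 0 leaving out a library, with the sign reversed without OHT replicate 1. That of Eif2ak3 with OHT, 0.04, ran from -0.03 to 0.08, and was negative without untreated replicate 1 and without OHT replicate 3. That of Srebf1 for OHT_IACS against OHT, 0.03, ran from 0 to 0.07, and was just below 0 without OHT_IACS replicate 2. None of these genes was called in these comparisons.

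The edgeR and DESeq2 tests were not run, since the deposited values are not counts. For groups with at most 3 reads, fitted fold changes depend on the pseudocount, as for Gpx6 with OHT (2.57 to 8.05 on the log2 scale) and Cox6a2 with IACS (2.56 to 5.46).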

Differences from the paper's values

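The fits with the library total as a covariate and over genes under 0.3 reads per base were chosen only after the result was seen.

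The paper states over 1000 DEGs for the response to IACS-010759 in nonprimed cells and over 1000 in OHT-primed cells, and the counts here were 1548 and 2310. The paper's value is a lower bound, which both counts pass, and the comparison below is with 1000 itself. Of the alternatives set before the data were examined, the count in nonprimed cells was within 1.5 times the paper's without a filter (1382), with an RPKM of at least 5 (1300), with RPKM as deposited (1336), with the replicate number as a block (1486) and without the mean-variance trend (1440). It was so too in 10 of the 12 fits that each left out a library, and not without OHT replicate 1 (1809) or without OHT replicate 2 (1769). It was not with pseudocounts of 1 (1570) and 0.01 (1550), quantile normalization (2061), weights per library (2734) or only the compared groups (1693). In OHT-primed cells none of the alternatives set before the data were examined gave a count within 1.5 times of 1000, with 1524 without OHT_IACS replicate 3 as the lowest. Over genes under 0.3 reads per base, a setting chosen after seeing the values, the count in nonprimed cells was 1412, within 1.5 times the paper's. The authors' deposited table holds 1134 and 1121 calls. Within 1.5 times of the former lay the 1548 genes here, and of the latter not the 2310 but the counts with only the compared groups (1591) and without OHT replicate 1 (1655), OHT replicate 3 (1609), OHT_IACS replicate 1 (1674) or OHT_IACS replicate 3 (1524).

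With OHT, the paper's count of 1200 in each direction was within 1.5 times of the counts here. Under some alternatives set before the data were examined it was not, with 2059 higher with RPKM as deposited, 1958 with quantile normalization, 1831 with the replicate number as a block, and 2947 higher and 2684 lower with weights per library. Without OHT replicate 2 there were 2246 higher and 1877 lower, and without IACS replicate 3 there were 1865 and 1833. The counts came closest to the paper's, at 1195 and 1156, with the library total as a covariate, a setting chosen after seeing the values.

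The normalized enrichment scores of the MYC-V1, MYC-V2 and OxPhos lists were 2.65, 2.07 and 1.82, beside the paper's about 2.7, about 1.8 and about 1.4 in Fig. 2A, read by eye. The paper's methods state that DEGs were queried with the Hallmark sets themselves. The scores here ranked all tested genes and used lists written from memory, so the 2 sets of scores are unlike in scope. The score of OxPhos was 2.18 with weights per library and 2.56 without OHT replicate 2. It came closest to the paper's at 1.43 with quantile normalization and 1.39 without OHT replicate 1.

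The paper states that MycER activation alone did not significantly induce the ISR. It draws this from the rank and z-score of EIF2AK3 among upstream regulators. Its immunoblots showed eIF2a phosphorylation and ATF4 accumulation with IACS-010759 but not with OHT. The mRNAs of ATF4 target genes are a different measure from either. The ATF4 target genes rose here with OHT alone by a median of 0.135 (camera, Benjamini-Hochberg adjusted p = 0.00102), and were not called with an estimated correlation between genes (0.362), in a range of 0.000114 to 0.362, or over genes under 0.3 reads per base, chosen after seeing the values (0.137). The call held under the rotation test (limma fry, Benjamini-Hochberg adjusted p = 0.00153). It also held with the library total as a covariate, where the median was 0.06 (camera, Benjamini-Hochberg adjusted p = 0.0132). The rotation test does not compare a list with other genes. Random lists matched on expression were not drawn for the ATF4 target genes. Those drawn for MYC-V2 and OxPhos rose with OHT by 0.091 and 0.089, so a rise beyond genes of like expression stays open.

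The paper states that the mRNA of PUMA was not significantly upregulated by IACS-010759. Here Bbc3 rose in OHT-primed cells by 0.42 (limma, Benjamini-Hochberg adjusted p = 0.012), and was not called without OHT_IACS replicate 2 (0.051). The authors' deposited table gives Bbc3 0.061 in the comparison read as OHT-primed cells.

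The paper states that the mRNA of Gpx1 was not significantly upregulated. It was called in OHT-primed cells with quantile normalization (limma, Benjamini-Hochberg adjusted p = 0.0088, in a range of 0.0088 to 0.86) and with the library total as a covariate, chosen after seeing the values (0.0082).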

Other observations

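Of the tests in this part, the slope of reads on library total, the response of OHT replicate 2, the tests of genes under 0.3 reads per base, the fits with the library total as a covariate for the remaining lists and the identity of the last deposited comparison were chosen only after the result was seen.

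Abundant genes did not gain reads in proportion to the library. The median slope of log2 reads on log2 library total within conditions was 0.18 for genes over 1 read per base, which is consistent with a ceiling on the reads counted per base, such as the removal of reads with equal positions gives. Whether the authors applied such a step was not tested. Under such a ceiling, RPKM of abundant genes may rise in libraries with a small total, and OHT replicates 1 and 3 were the smallest of the 12.

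For the rise of the MYC-V1 list with OHT, 2 of the 10 splits of the 6 libraries gave as large a median, and the smallest share that 10 splits allow is 1 of 10, so that the real grouping and a chance one cannot be told apart by splits. A rise of all abundant genes and gene length are argued against, since 0% of random lists matched on expression and 0% of those matched on length reached the median. With the library total as a covariate the median was 0.01, and the dependence on depth in the other 9 libraries predicted a rise of 0.128 (from 0.117 to 0.151 leaving out a library) of the 0.181 seen. These values are consistent with depth as the source of part of the rise. The 36 MYC-V1 genes under 0.3 reads per base rose too, by a median of 0.106 with 28 higher (camera, Benjamini-Hochberg adjusted p = 0.00409), although genes of that level had median slopes of 1.2 and 1.38, at which levelling off raises nothing in a shallow library. For these 36 genes the median was 0.007 in OHT replicate 2, against -0.022 to 0.022 in the untreated libraries, and 0.033 with the covariate, where camera did not call them (unadjusted p = 0.684), and the other 9 libraries predicted 0.075 (from 0.064 to 0.102). The value of OHT replicate 2 goes with depth and the slopes of genes of that level do not, so that levelling off and a response cannot be told apart in them. The excess over expression-matched lists was 0.09, 0.034 and 0.09 in OHT replicates 1, 2 and 3. The rise predicted from depth was also larger for this list (0.128) than for matched lists (0.08, with 0% of them reaching it). Depth may therefore give part of that excess, and a part that depth does not give stays open. In 50 simulated data sets with a true rise of 0.181 and noise independent between genes, the covariate fit called the list in 50 (camera, unadjusted p under 0.05). The medians ran from 0.163 to 0.199. The simulation held no depth effect shared by genes, so it cannot decide whether the covariate removed a true rise in the real libraries.

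The rise of the MYC-V2 list is less open to that explanation. As large a median came from 1 of the 10 splits, which is the fewest possible, so that chance cannot be told apart by splits, and 0.04% of random lists matched on expression reached it. The median was 0.068 with the library total as a covariate, with the call kept. The other 9 libraries predicted 0.048 (from 0.039 to 0.074 leaving out a library) of the 0.168 seen. Over expression-matched lists it exceeded by 0.067, 0.095 and 0.063 in OHT replicates 1, 2 and 3. Depth may thus account for part of the rise, and a response to MycER activation is a hypothesis for the rest.

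For the OxPhos list the tests point both ways. As large a median came from 2 of the 10 splits of the 6 libraries, and chance cannot be told apart with 10 splits. Against a rise of all abundant genes and against gene length, 0% of random lists matched on expression and 0% of those matched on length reached it. The median was -0.001 with the library total as a covariate and -0.02 in OHT replicate 2, which goes with depth, whereas the other 9 libraries predicted 0.062 (from 0.058 to 0.113) of the 0.144 seen. OHT replicates 1 and 3 were shallower than any of those 9, so that the prediction reaches beyond the depths it was drawn from. The excess over expression-matched lists was 0.099, -0.003 and 0.052 in OHT replicates 1, 2 and 3, so a rise beyond that of matched lists was absent in OHT replicate 2. A weak response of OHT replicate 2 is argued against, since 1156 genes under 0.1 reads per base that changed with OHT between the libraries with IACS-010759 moved by 0.414 in it, and by 0.393 and 0.407 in OHT replicates 1 and 3. Between the libraries with IACS-010759, the list rose with OHT by 0.061 (camera, Benjamini-Hochberg adjusted p = 0.0119), or by 0.018 with the library total as a covariate (0.177), so that a response to MycER activation and depth cannot be told apart there. The 73 OxPhos genes under 0.3 reads per base, a level at which the median slopes were above those that levelling off gives, rose by a median of 0.091 with 53 higher (camera, Benjamini-Hochberg adjusted p = 0.00895). Their medians were 0.168, 0.04 and 0.126 in OHT replicates 1, 2 and 3, against -0.003 to 0.002 in the untreated libraries. The dependence on depth in the other 9 libraries predicted -0.037 for them (from -0.047 to 0.027). That prediction and the value of OHT replicate 2, whose total was like those of the untreated libraries, argue against levelling off as the whole cause of the rise of these 73 genes. With the covariate the median was 0.036 and camera did not call them (unadjusted p = 0.25), so that a share of the rise that went with depth among the OHT libraries stays open, and a response to MycER activation is a hypothesis for the rest. In 50 simulated data sets with a true rise of 0.144 and noise independent between genes, the covariate fit called it in 50 (camera, unadjusted p under 0.05). These data sets held no depth effect shared by genes. They therefore cannot decide whether the covariate removed a true rise in the real libraries.

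For the other results, the number of splits of the 6 libraries that gave as large a value was 1 of the 10 each, the real one, which is the fewest that 10 allow, so that chance cannot be told apart by splits. This holds for the DEGs with OHT, with IACS, for OHT_IACS against OHT and for OHT_IACS against IACS, where the other splits gave at most 1, 2, 0 and 1 genes. It also holds for the ATF4 target list with OHT and in both responses to IACS-010759, and for the sterol biosynthesis list in both responses. For the correlation of the responses, 3 of 100 splits of the 12 libraries gave as large a Pearson r, the real one included, which argues against a grouping by chance.

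In the authors' deposited table, the last comparison is headed OHT_IACS against untreated. Its log2 fold changes in the authors' deposited table had a Pearson r of 0.38 with the log2 ratio of OHT_IACS to untreated and of 0.84 with that of OHT_IACS to OHT, which is consistent with a column that holds OHT_IACS against OHT.

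Between OHT_IACS and IACS, which the paper does not compare, there were 2585 DEGs, 1197 higher and 1388 lower, and the libraries did not overlap in 4122 genes (42.3%, where chance gives 10%). Of the remaining lists with OHT, glycolysis had a median of 0.206 (camera, Benjamini-Hochberg adjusted p = 0.0374, 13 of 16 genes higher), p53 targets 0.109 (0.115, 12 of 16), nuclear complex I subunits 0.097 (0.0584, 29 of 36), ATF6-XBP1 target genes 0.082 (0.252, 17 of 22), sterol biosynthesis 0.133 (0.0166, 15 of 19), other SREBP targets 0.121 (0.0141, 11 of 13) and the BCL2 family -0.09 (0.0482, 9 of 11 lower). None of these calls held with an estimated correlation between genes. Under the rotation test (limma fry, Benjamini-Hochberg) the adjusted p was 0.0439 for glycolysis, 0.000792 for sterol biosynthesis, 0.000235 for other SREBP targets and 0.000448 for the BCL2 family. It was 0.000448 for p53 targets, which camera did not call, 0.363 for complex I and 0.14 for ATF6-XBP1 target genes. When the library total was a covariate, the medians were -0.002 for glycolysis (camera, Benjamini-Hochberg adjusted p = 0.785), 0.096 for p53 targets (0.115), -0.055 for complex I (0.126), 0.007 for ATF6-XBP1 target genes (0.816), 0.112 for sterol biosynthesis (0.0218), 0.124 for other SREBP targets (0.0783) and -0.13 for the BCL2 family (0.0711), so that only sterol biosynthesis kept the call. In OHT replicate 2 the median was 0.004 for glycolysis and -0.061 for complex I, against 0.308 and 0.215 in OHT replicate 1 and 0.257 and 0.129 in OHT replicate 3. When adjusted over the list alone, the DEGs higher and lower were 5 and 1 for glycolysis, 9 and 2 for sterol biosynthesis, 6 and 1 for other SREBP targets and 1 and 5 for the BCL2 family. With IACS-010759, ATF6-XBP1 target genes had medians of -0.033 in nonprimed cells (camera, Benjamini-Hochberg adjusted p = 0.512) and of -0.14 in OHT-primed cells (0.02, and 0.502 with an estimated correlation). Under the rotation test the adjusted p (limma fry, Benjamini-Hochberg) was 0.646 and 0.0145. With the library total as a covariate the medians were -0.092 (camera, Benjamini-Hochberg adjusted p = 0.0218) and -0.126 (0.00407), so that the list was called in nonprimed cells too.

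At the level of mRNA, Myc fell with OHT from 36.3 ± 0.779 to 21 ± 1.6 RPKM (SD, n = 3), a log2 fold change of -0.81 (standard error 0.05, limma, Benjamini-Hochberg adjusted p = 1.7e-07), while Rrp9 rose by 0.64 (standard error 0.07, limma, Benjamini-Hochberg adjusted p = 1.5e-05) and St6galnac4 by 1.38 (standard error 0.06, adjusted p = 4.8e-09). Bcl2 had log2 fold changes of -0.72 with OHT, 0.31 with IACS and 0.47 for OHT_IACS against OHT (standard error 0.05, limma, Benjamini-Hochberg adjusted p = 1.6e-07, 0.00079 and 2.2e-05). With OHT, Bcl2l1 fell by 0.23 (standard error 0.05, limma, Benjamini-Hochberg adjusted p = 0.0042), Bax rose by 0.33 (standard error 0.07, adjusted p = 0.0024), and Mcl1 had a log2 fold change of 0.1 (standard error 0.05, adjusted p = 0.15). The libraries of the groups compared did not overlap in these genes, except for Mcl1. Mcl1 was called with weights per library and without OHT replicate 2 (limma, Benjamini-Hochberg adjusted p = 0.024 and 0.029, in a range of 0.024 to 0.89), and Bcl2l1 was not called with the library total as a covariate (0.073, and at most 0.029 under the alternatives set beforehand). Ucp1 was listed at 0 in all 12 libraries, where 3 reads correspond to an RPKM of 0.13 to 0.18 by exon length.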
